# Excess glucocorticoids inhibit murine bone turnover via modulating the immunometabolism of the skeletal microenvironment

**DOI:** 10.1172/JCI166795

**Published:** 2024-03-21

**Authors:** Xu Li, Tongzhou Liang, Bingyang Dai, Liang Chang, Yuan Zhang, Shiwen Hu, Jiaxin Guo, Shunxiang Xu, Lizhen Zheng, Hao Yao, Hong Lian, Yu Nie, Ye Li, Xuan He, Zhi Yao, Wenxue Tong, Xinluan Wang, Dick Ho Kiu Chow, Jiankun Xu, Ling Qin

**Keywords:** Bone biology, Bone disease, Fatty acid oxidation, Osteoporosis

## Abstract

Elevated bone resorption and diminished bone formation have been recognized as the primary features of glucocorticoid-associated skeletal disorders. However, the direct effects of excess glucocorticoids on bone turnover remain unclear. Here, we explored the outcomes of exogenous glucocorticoid treatment on bone loss and delayed fracture healing in mice and found that reduced bone turnover was a dominant feature, resulting in a net loss of bone mass. The primary effect of glucocorticoids on osteogenic differentiation was not inhibitory; instead, they cooperated with macrophages to facilitate osteogenesis. Impaired local nutrient status — notably, obstructed fatty acid transportation — was a key factor contributing to glucocorticoid-induced impairment of bone turnover in vivo. Furthermore, fatty acid oxidation in macrophages fueled the ability of glucocorticoid-liganded receptors to enter the nucleus and then promoted the expression of *BMP2*, a key cytokine that facilitates osteogenesis. Metabolic reprogramming by localized fatty acid delivery partly rescued glucocorticoid-induced pathology by restoring a healthier immune-metabolic milieu. These data provide insights into the multifactorial metabolic mechanisms by which glucocorticoids generate skeletal disorders, thus suggesting possible therapeutic avenues.

## Abstract 2

Excess glucocorticoids impair local nutrient status and reduce bone turnover, leading to a net loss of bone mass and delayed fracture healing in mice.

## Introduction

Synthetic glucocorticoids (GCs), acting as antiinflammatory and immunomodulatory agents, are the mainstays in the treatment of immune-related disorders (e.g., rheumatoid arthritis and Graves’ disease). GCs are also prescribed to patients after organ transplantation and to those hospitalized with severe coronavirus diseases like COVID-19 (1–5). However, high-dose and chronic administration of GCs can lead to bone loss in about 40% of patients, increasing the risk of fracture (6), making GC-induced osteoporosis the most common form of secondary osteoporosis (7).

A formidable number of studies have concluded that activated bone resorption and inhibition of bone formation are the primary features of GC-induced bone loss (7–10). Even so, uncertainties about their mechanism of action in this regard still exist. Clinical evidence shows that indices of bone formation are rapidly decreased upon treatment with GCs, while indices of bone resorption may also be downregulated (11, 12). Notably, a randomized and open-label clinical trial showed that the bone-forming agent teriparatide significantly increases spinal bone mineral density, microstructure, and finite element–derived strength compared with the antiresorptive agent risedronate in men with GC-induced bone loss (13). These results suggest that GC-induced bone loss may be more reliant on reduced bone anabolism rather than elevation of bone catabolism. Further, while it has been reported that GCs directly enhance osteoclastogenesis in vitro (14, 15), others have proposed that they impair bone resorption in vivo (16–18). Consequently, the effects of GCs on bone turnover remain controversial. GCs act primarily as ligands for the GC receptor (GR), a member of the nuclear receptor superfamily of transcription factors, to execute various functions, including influencing cell metabolism (19, 20). As nearly all nucleated cells express GR (1), one possible explanation is that the in vivo outcomes of GC action reflect the combined effects of reciprocal interconnectivity of receptor signaling in different cell types. In vivo, microenvironmental constraints may also indirectly mediate cellular metabolism, which may also influence the impact of GC signaling on skeletal homeostasis. Less well studied is the underlying regulation of the GC-associated nutritional milieu during bone turnover, although local blood flow deficiency in osteonecrosis has been postulated as a pathogenic mechanism (21–23). A recent study has reported that the nutrient availability from the vasculature determines skeletal progenitor cell fate (24). In addition, the effect of changes in skeletal immune function on defects in bone turnover is also understudied.

Here, we investigated bone turnover during GC treatment using a well-established bone loss model as well as a fracture model. We found that GCs unexpectedly inhibited bone turnover, which revises the previous understanding that elevations in bone turnover driven by increased bone resorption are the primary means by which GCs induce bone loss. We also found that this inhibition of bone loss is due to deficiencies in fatty acid transport in the bone microenvironment, leading to an impaired immune-metabolic milieu and dysregulated bone formation. Targeting this deficiency by supplying fatty acids directly to the callus via nanoparticle delivery improved fracture healing. Based on these results, we propose that GC-induced bone loss is attributable to reduced bone turnover and diminished bone formation. In other words, the defect is attributable to an indirect effect on the rate of bone anabolism as a deficient energy supply affects the local immune system, rather than due to direct effects on bone catabolism.

## Results

### GCs inhibit trabecular bone turnover in male mice.

The subcutaneous implantation of a slow-release prednisolone pellet is the general approach for creating a model of GC-induced bone loss, with doses typically ranging from 1.4 mg/kg/d to 11 mg/kg/d (25, 26). Based on our preliminary study, we selected doses of 2.1 mg/kg/d (low dose) and 6.25 mg/kg/d (high dose) in the subsequent experiments (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI166795DS1). We observed a dose- and time-dependent bone loss effect in male mice. Continuous delivery of prednisolone at the low dose did not show any significant changes in cortical and trabecular bone quality parameters, as assessed by micro-CT (Supplemental Figure 1, B and C) and histomorphometric analysis (Supplemental Figure 1D). In contrast, by dual-energy x-ray absorptiometry analysis, we found that changes in bone quality were more sensitive when subjected to the high-dose prednisolone treatment (Figure 1A). Further, by micro-CT analysis and histological staining, we observed a decrease in trabecular bone mass from week 1 to week 2 after treatment (Figure 1, B, C, and F). Trabecular bone was more sensitive to the high dose of prednisolone, while the cortical bone mass did not show measurable changes (Figure 1, D–F).

Calcein/xylenol double labeling revealed inhibition of new bone formation from week 1 to week 4 after high-dose prednisolone treatment (Figure 2, A and B). During the period of rapid bone loss (weeks 1–2), the number of bone surface osteoblasts decreased, and the number of osteoclasts was not altered (Figure 1, C and D), while immunohistochemical staining revealed a slightly decreased cathepsin K–positive (Ctsk-positive) area in trabecular bone (Supplemental Figure 2) and serum carboxy-terminal collagen cross-links (CTX) revealed a decline in bone resorption activities after high-dose prednisolone treatment (Figure 2E). Furthermore, although we observed no significant change at the transcriptional levels of osteogenesis- and osteoclastogenesis-related markers (Figure 2, F and H), bone surface cells isolated from mice treated with high-dose prednisolone for 2 weeks exhibited a diminished capacity for osteogenesis and osteoclastogenesis during ex vivo culture, as evidenced by alkaline phosphatase (ALP) and tartrate-resistant acid phosphatase (TRAP) staining (Figure 2, G and I).

These findings collectively demonstrate that GC administration hinders both bone formation and resorption, resulting in a net effect of bone mass reduction during the initial phase of exposure.

### GCs inhibit bone turnover of male mice during callus formation.

Next, we established a GC-associated fracture healing model in male mice (Supplemental Figure 3A). Boney callus formed gradually from week 2 to week 4 post-fracture, as revealed by x-ray images, and its size decreased during remodeling from week 4 to week 8 (Supplemental Figure 3, B and C). Daily injection of prednisolone at the same high dose as above (6.25 mg/kg/d) did not significantly alter the callus size. In the initial phase of callus formation (week 2 post-fracture), we found a weak alignment of collagen fibers as determined by sirius red staining in the prednisolone-treated group (Figure 3A). Furthermore, via micro-CT analysis, we found a decreased formation of bony tissue, as revealed by decreased bone quality parameters in the distal-end callus (Figure 3, B–D). During the callus remodeling phase from week 4 to week 8 post-fracture, the prednisolone group displayed a larger bone volume (BV) of bony callus compared with the control group (Figure 3, E and F). Calcein/xylenol double labeling suggested that, in conjunction with ongoing remodeling, there was a gradual decline in calcium deposition from week 4 to week 8 post-fracture (Figure 3G). A biomechanical test confirmed a lower maximum compressive load at week 4 post-fracture in the prednisolone-treated group than in the control group (Figure 3H). Together, these data show that prednisolone exposure delays the process of callus mineralization, leading to poorer healing and weaker bones (at least during a later phase of fracture healing) (Supplemental Figure 3D).

We also found decreased Sp7^+^ bone-forming area and TRAP^+^ bone-resorbing area in the prednisolone-treated mice at week 2 post-fracture compared with the control group (Figure 4, A and B). Upon callus remodeling over time, the differences in bone formation and resorption between the control group and prednisolone group gradually became less apparent (Figure 4, C and D). Strikingly, callus cells of the prednisolone-treated mice at 2 weeks post-fracture displayed a significantly lower capability of undergoing osteogenesis and osteoclastogenesis during ex vivo culture compared with callus cells of the control group (Figure 4, E–H).

These data suggest that GC administration impedes bone formation and resorption during the rapid phase of callus formation, thus suppressing overall bone turnover and resulting in a net effect of delayed fracture healing.

### GCs also suppress bone turnover in female mice.

We validated the impact of GCs on bone turnover in female mice to determine whether it aligns with the effects observed in male mice. Before affecting cortical bone (evidenced by micro-CT; Supplemental Figure 4A), prednisolone administration in female mice primarily resulted in loss of trabecular bone volume (Supplemental Figure 4, B–D) from week 2 to week 4 after treatment. Histologically, prednisolone led to a decrease in the number of osteoblasts on the bone surface at week 2 (Supplemental Figure 4C), with no significant increase in the number of osteoclasts (Supplemental Figure 4E). We also examined the direct effects of prednisolone on bone formation and resorption during the early stage of callus formation (week 2). Consistent with the results in male mice, although the overall size of the callus in female mice did not show a significant change (Supplemental Figure 5A), there was a significant reduction in BV (Supplemental Figure 5B) and bone area (Supplemental Figure 5C) within the hard callus at week 2 post-fracture. Notably, we observed significantly smaller areas of Sp7^+^ bone-forming cells and TRAP^+^ bone-resorbing cells in the prednisolone-treated group compared with the control group (Supplemental Figure 5, D and E). These findings suggest that GCs affect bone turnover in a sex-independent manner.

### Direct effects of GCs on osteogenesis.

We next tested whether the reduced bone turnover upon GC treatment was attributable to a direct inhibition of the intrinsic skeletogenic potential. Resident bone-forming progenitors (i.e., bone surface mesenchymal progenitors [BSMPs]) play a vital role in physiological bone formation, and central bone marrow mesenchymal progenitors (CMPs) (27) were cultured under three GC dosing conditions: GC deprivation (0 M dexamethasone [Dex]), standard dosing (10^–8^ M Dex, which is regarded as a normal dose for inducing osteogenic differentiation) (28, 29), and high dosing (10^–6^ M Dex). Dex exposure with a standard or high dose did not alter the transcription levels of osteogenic markers in CMPs and only slightly increased them in BSMPs on day 3 after osteogenic differentiation (Supplemental Figure 6, A–D). As shown by ALP and alizarin red S (ARS) staining, the addition of Dex did not alter the early osteogenic differentiation on day 5, but it promoted calcium nodule formation on day 10 (Supplemental Figure 6, E and F). These data suggest that the direct inhibitory effect of GC exposure on osteogenesis is not prominent in comparison with the control group. We then speculated that the discrepancy between the in vivo and in vitro results might result from effects on the local environment in vivo that is not replicated in vitro.

### GCs modulate bone formation by regulating macrophage function.

We next used single-cell RNA sequencing (scRNA-Seq; 10× Genomics) to investigate the principal cell types involved that modulate bone turnover during GC exposure. In this manner we identified a small percentage of osteolineage cells (skeletal stem cells, less than 3%) and a large proportion of hematopoietic cells (over 97%, including ~75% neutrophil and ~9% macrophage), suggesting that a small population of skeletal stem cells are sufficient to support the slow bone turnover (Supplemental Figure 7, A–G). 

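The deposit holds 4 libraries, 1 from the callus and 1 from trabecular bone of placebo-treated mice (control) and 1 from each tissue of mice given prednisolone (GC) at 6.25 mg/kg/d, all at week 2. The labels describe a slow-release pellet for all of them, whereas the paper describes a pellet for the bone loss model and daily injection for the fracture model. The paper's text does not give the number of mice behind a library, and its Supplemental Methods were not available here. With 1 library per condition there are no replicates, so no test was run between conditions, and every interval for these libraries is a 95% interval for counting error only. The files hold unnormalized counts of unique molecular identifiers (UMIs), each marking 1 captured RNA molecule, for each gene and cell barcode, written by Cell Ranger version 4. They name no genome build. Gene positions were taken from GENCODE M21 on GRCm38, matched by Ensembl identifier. The libraries held 95852254 UMIs (control callus), 64388215 (GC callus), 41239842 (control trabecular bone) and 45876714 (GC trabecular bone). The GC callus matrix lists only barcodes with at least 500 UMIs each, and the others list every possible barcode, empty droplets included. In those others, a barcode was called a cell when its UMIs exceeded a cutoff, or when it had at least 500 UMIs and its profile departed from that of the empty droplets (Monte Carlo multinomial test, Benjamini-Hochberg adjusted p at most 0.01). Cells with fewer than 200 genes, cells with more than 10% mitochondrial UMIs and the highest-scoring doublets were then removed. There remained 6714 cells of control callus (median 4160 UMIs per cell), 6890 of GC callus (3282), 3832 of control trabecular bone (6280.5) and 4604 of GC trabecular bone (5608). The cells of each tissue were clustered over both libraries on 2000 variable genes, leaving out the Csf, Cd36, osteogenic, metabolic and inflammatory genes measured as results, and each cluster was named from lists of marker genes. The authors' cell labels are not in the files, so a class rebuilt here may hold other cells than the paper's class of the same name. Macrophages here include clusters named as monocytes, and bone-forming cells are skeletal stem cells with osteoblasts or osteocytes. Expression in a class is the gene's UMIs scaled by the summed UMIs of all its cells, as CPM. Shares of cells with a UMI were measured after every cell had been thinned at random to 1000 UMIs, leaving out cells with fewer, because the median number of UMIs differs between classes.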

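In trabecular bone, 62 of 8436 cells were osteolineage, a share of 0.735% (95% interval 0.564% to 0.941%), with 17 of them in the control library and 45 in the GC library. All 62 lay in a single cluster named as skeletal stem cells. Hematopoietic cells made up 98.9% (98.7% to 99.1%). Neutrophils were the largest class at 67.0% of all cells (66.0% to 68.0%). Among their clusters, 1 and 4 (917 and 589 cells) had no neutrophil marker and 1 marker of another class among the 10 leading genes, so the class was not compared between conditions. Those markers were Mmp9 and Chil3, which also lead neutrophil clusters 2 and 5. Clusters 1 and 4 had 8 and 7 neutrophil markers raised, though none of them among the leading genes. Erythroid cells came next at 10.6%. Macrophages were 7.17% (6.63% to 7.74%), 291 cells in control and 314 in GC. All of them were in clusters that the markers named as monocytes, so the share fell to 0% when monocytes were not counted. For neutrophils the alternative that moved the share most was leaving erythroid cells out of the denominator, which gave 75.0%. B cells were 8.12% of control cells (311) and 0.348% of GC cells (16), and over all barcodes of the libraries the B cell gene Cd79a fell from 119 to 8.87 CPM. From the small share of osteolineage cells, the paper proposes that few skeletal stem cells are enough to sustain slow bone turnover.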

De novo formation of skeletal tissue during fracture healing was broadly activated by bone-forming lineages. 

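The 13604 callus cells fell into 26 clusters at a Leiden resolution of 1, and into 32 after clusters of at least 60 cells that carried markers of more than 1 class were divided again. Of the 32, osteolineage markers named 10 and hematopoietic markers 16, and 4 stayed unnamed with 4.98% of the cells. The number of clusters followed the settings, from 26 without the second division, a setting chosen after seeing the values, to 52 with each library clustered alone. Osteolineage cells were 43.1% of all callus cells (95% interval 42.2% to 43.9%), or 41.3% in control and 44.8% in GC. Hematopoietic cells were 50.8% (49.9% to 51.6%), or 55.1% and 46.6%. Endothelial cells and pericytes were 1.18%. Over osteolineage and hematopoietic cells alone, the shares were 45.9% and 54.1%. Chondrocytes were 34.4% of all cells, hypertrophic chondrocytes 6.04%, skeletal stem cells 1.40% and osteoblasts or osteocytes 1.28%. At a minimum of 1000 UMIs, hypertrophic chondrocytes went from 439 control and 383 GC cells to 57 and 93. Only 71 and 76 of them had fewer than 1000 UMIs. Chondrocytes went from 2144 and 2529 to 2526 and 2715, so values of the hypertrophic class depend on that setting. The largest group of chondrocytes differed between the libraries, cluster 1 in control (869 of 2144 cells) and cluster 4 in GC (1069 of 2529 cells, with 5 control cells), so part of that division may be the library. A minimum of 1000 genes per cell, chosen after seeing the values, moved the osteolineage share most, to 61.2%.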

We identified 16 clusters, including 6 osteolineage cell clusters (~65%) and 10 hematopoietic-lineage cell clusters (~35%) (Supplemental Figure 7, H–K). Notably, while the percentage of neutrophils (~4%) dropped dramatically in the callus, macrophages (~18%) became a major proportion of the hematopoietic-lineage cell clusters (Supplemental Figure 7, J–M). 

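Neutrophils were 22.7% of all callus cells (95% interval 22.0% to 23.4%), or 25.2% in control and 20.2% in GC. Nearly all came from 2 clusters with few UMIs per cell, 0 and 3, which held 20.4% of the cells, while cluster 11, with more UMIs, held 2.29%. Cluster 3 held 1029 of the control neutrophils and cluster 0 held 1164 of the GC neutrophils. The rule that names a cluster was set after the clusters had been seen, and clusters 0 and 3 are neutrophils only under the rule kept. When a marker's fold was taken against the mean of the other clusters instead, both stayed unnamed, which left neutrophils at 2.29%, hematopoietic cells at 30.4% and osteolineage cells at 44.1%. With a minimum of 1000 genes per cell, also chosen after seeing the values, neutrophils were 2.07%. Macrophages numbered 1363, which is 10.0% of all callus cells (9.52% to 10.5%) and 19.7% of hematopoietic cells (18.8% to 20.7%). By library they were 10.3% of control cells and 9.72% of GC cells. Counted without monocyte clusters they were 2.73% of all cells. B cells (7.45%), T or NK cells (5.02%) and osteoclasts (1.70%) were smaller classes.

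**Figure D1:**
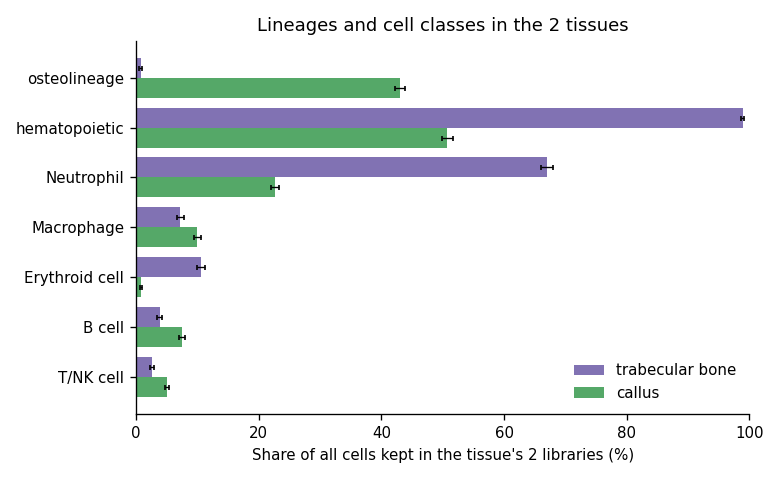
Share of all kept cells by lineage (osteolineage, hematopoietic) and by class, in trabecular bone and callus, over the control and GC libraries of each tissue. Bars start at 0 and error bars are 95% exact binomial intervals, which carry counting error only. Osteolineage cells are 0.735% in trabecular bone and 43.1% in callus, and neutrophils 67.0% and 22.7%.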

Using immunohistochemistry, we also found that bone macrophages were distributed in the space among hypertrophic cartilage and newly formed bone (Figure 5A). 

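The deposited counts do not separate spliced from unspliced reads, so RNA velocity could not be computed, and closeness to osteoclasts was measured in 2 other ways. The first used 8 osteoclast genes, some of which also name the osteoclast clusters, among them Ctsk (ENSMUSG00000028111, chr3:95,499,256-95,509,362, plus strand) and Acp5 (ENSMUSG00000001348, chr9:22,126,727-22,135,711, minus strand). After thinning, 16 of 1328 callus macrophages held UMIs of at least 2 of the 8, a share of 1.20% (95% interval 0.690% to 1.95%, 35 cells left out, median 4071 UMIs before thinning). Among osteoclasts 78.2% of 229 cells did (2 left out, median 17894 UMIs). B cells, taken as a measure of background from free RNA, reached 1.71% of 938 cells (0.978% to 2.76%, 76 left out, median 1792.5 UMIs). The macrophage share was not above theirs. B cells may express some of the 8 genes themselves, Nfatc1 and Traf6 among them, so their share may overstate the background. Without thinning, the shares were 16.2% in macrophages, 97.4% in osteoclasts and 5.23% in B cells. Asking for at least 1 gene moved the macrophage share most, to 18.1%, with 21.9% in B cells. The second way was a diffusion pseudotime started at hematopoietic progenitors, over progenitors, macrophages and osteoclasts, on a scale from 0 to 1. Its median was 0.142 in progenitors, 0.572 in macrophages (quartiles 0.566 and 0.580) and 0.859 in osteoclasts (0.766 and 0.918). Of 1363 macrophages, 31 had an osteoclast among their 15 nearest neighbors, a share of 2.27% (1.55% to 3.21%). Free RNA also enters the profiles behind pseudotime and neighbors, and how far it moved them was not measured.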

Pseudotime trajectory and RNA velocity analysis suggested that most macrophages (~70%) were not directly involved in osteoclast differentiation (Figure 5, B–E). 

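Interactions were counted over 70 ligand and receptor pairs of general knowledge, because the paper's text does not name the database it used and its Supplemental Methods were not available. A pair counted when at least 10% of the thinned cells of 1 class held the ligand and at least 10% of the other class the receptor. Over both callus libraries, macrophages and skeletal stem cells shared 22 pairs, 8 with the ligand from macrophages and 14 with the ligand from skeletal stem cells. Macrophages shared 20 pairs with osteoblasts or osteocytes, 19 with chondrocytes and 14 with hypertrophic chondrocytes. They shared 24 pairs with osteoclasts, 14 of them with the macrophage ligand. Osteoclasts in place of macrophages shared 20 pairs with skeletal stem cells, 18 with osteoblasts or osteocytes, 18 with chondrocytes and 13 with hypertrophic chondrocytes. Macrophages also shared 24 pairs with endothelial cells and 24 with neutrophils. In the control library, pairs with skeletal stem cells numbered 24 for macrophages and 21 for osteoclasts, and in the GC library 20 and 16. Macrophages and osteoclasts shared 22 pairs in control and 20 in GC. The minimum share moved these counts most. At 5% of cells, macrophages and skeletal stem cells shared 34 pairs, macrophages and osteoclasts 31, and osteoclasts and skeletal stem cells 30, and at 20% the counts were 14, 10 and 8. Macrophages thus shared more pairs with skeletal stem cells than with osteoclasts at 5% and 20%, while at 10% they shared fewer over both libraries, more in control and as many in GC. No background was taken off, and callus B cells also passed the minimum for the ligands Spp1, Fn1, Col1a1 and Col1a2, so the counts may include RNA from outside the cell.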

Cell communication analysis suggested that macrophages exhibited a greater number of interactions with osteolineages, particularly with skeletal stem cells, as compared with osteoclasts (Figure 5F). 

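A list of 50 genes of cartilage and skeletal development, drawn up before the files were opened, was compared in callus macrophages between the GC library (670 cells) and the control library (693 cells). Of these, 33 genes had at least 50 UMIs over both, and 31 of the 33 were lower in GC. The list's median log2 ratio of GC over control, with 5 CPM added to each value, was -1.09 (95% interval -1.20 to -0.99, from 1000 redraws of the counts). All of 10000 random lists matched for expression had a higher median. Col2a1 (ENSMUSG00000022483, chr15:97,975,602-98,004,695, minus strand) went from 1662 to 491 CPM, a log2 ratio of -1.75, and Acan (ENSMUSG00000030607, chr7:79,053,483-79,115,099, plus strand) from 232 to 116 CPM, or -0.97. Col9a2 (ENSMUSG00000028626, chr4:121,039,385-121,055,322, plus strand) changed by -2.08 and Hapln1 (ENSMUSG00000021613, chr13:89,539,796-89,611,652, plus strand) by -2.01. Bmp2 was 7.17 CPM in control and 11.3 in GC (0.42), from 23 and 30 UMIs. The interval of its CPM ratio, 0.888 to 2.85, includes 1, so no change was detectable. The list fell as well in B cells (-0.86), neutrophils (-0.87) and T or NK cells (-1.06), and fell furthest in hematopoietic progenitors (-1.62), while in chondrocytes it fell by 0.31. B cells held more Col2a1 than macrophages did, 2201 CPM in control and 874 in GC, so the collagen and cartilage UMIs of macrophages are not above those of a class that should lack them. A pseudocount of 20 CPM moved the macrophage median most, to -0.80. No enrichment test over ontology terms was run, because a single library per condition gives no list of changed genes to test.

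**Figure D2:**
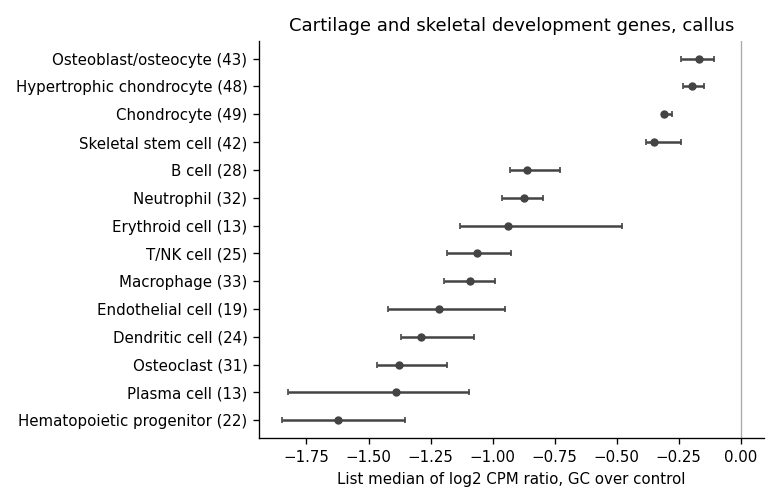
Median log2 CPM ratio of GC over control for the cartilage and skeletal development list in each callus class, with the number of genes measured in brackets. Error bars are 95% intervals over redrawn counts. All medians lie below 0, with macrophages (-1.09) among the other hematopoietic classes and the osteolineage classes nearest to 0.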

Notably, Gene Ontology (GO) term pathway analyses of macrophages between control and the GC-treated groups showed enrichment in pathways in connective tissue development, cartilage development, skeletal system morphogenesis, and bone development (Supplemental Figure 7, N and O). These data suggested an active involvement of the macrophage pool during the rapid callus formation. 

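App (ENSMUSG00000022892, chr16:84,949,685-85,173,766, minus strand) stood at 675 CPM in callus macrophages (95% interval 654 to 697), 665 in endothelial cells, 574 in skeletal stem cells (546 to 603) and 28.9 in B cells, over the control and GC libraries. Its partner in the pairs, Cd74 (ENSMUSG00000024610, chr18:60,803,848-60,812,652, plus strand), was at 3318 CPM in macrophages (3271 to 3365), 10473 in dendritic cells, 8728 in B cells and 18.5 in skeletal stem cells. Among Ccl receptors, Ccr1 was at 349 CPM in macrophages (334 to 364) and 1206 in neutrophils, and Ccr2 at 172 CPM in macrophages (162 to 183) and 286 in dendritic cells. Among Ccl ligands, Ccl6 was at 255 CPM in macrophages and 368 in neutrophils, and Ccl9 at 129 CPM in macrophages and 633 in osteoclasts. Of Csf receptors, Csf2rb was at 831 CPM in macrophages, 786 in neutrophils and 1023 in dendritic cells, and Csf3r at 464 CPM in neutrophils and 31.9 in macrophages. After thinning, 47.1% of macrophages held App, 45.8% Cd74, 27.0% Ccr1, 21.0% Ccl6 and 14.6% Ccr2. Between the libraries, the genes of these families had a median log2 ratio of GC over control of -0.10 in macrophages, with 7 of 18 genes higher in GC. Of the random lists matched for expression, 8.38% had a lower median.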

Among the main signaling pathways involved in macrophage communication, the contributions of signals (e.g., App, Ccl, and Csf) were enriched (Figure 5G). 

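How widely a signal was spread was counted as the number of callus classes, of 16, in which at least 10% of the thinned cells held a UMI of the gene. App reached 10% in 10 classes, Cd74 in 5, Ccr1 in 4, Ccl6 in 3 and Ccl9 in 3. Csf1r reached it in 2 classes, macrophages and osteoclasts. Csf1 reached it in 2, neutrophils and mast cells or basophils, the latter with 20 cells only. Il34 (ENSMUSG00000031750, chr8:110,741,829-110,805,924, minus strand), the other ligand of Csf1r, reached it in 0. With 5% of cells asked for, Csf1r reached 4 classes and Csf1 reached 5. With clusters named by a fold against the mean of the other clusters, a setting chosen after seeing the values, Csf1 reached 0 classes. Clusters 0 and 3, with nearly all neutrophils, were then unnamed. Why mast cells or basophils dropped out as well was not examined.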

Further analysis revealed that Csf signaling exhibited remarkable specificity in regulating macrophage communication (Figure 5H).

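Csf1r (ENSMUSG00000024621, chr18:61,100,598-61,132,149, plus strand) was measured at 294 CPM in control callus macrophages (95% interval 275 to 313) and 341 in GC macrophages (319 to 364). Osteoclasts held 321 CPM in control (298 to 346) and 469 in GC (439 to 499.2), dendritic cells 45.8 and 112, and neutrophils 51.3 and 66.2. Macrophages and osteoclasts together gave most of the gene's callus UMIs, 42.6% and 38.3%. Against cells other than macrophages and osteoclasts, the macrophage level was 47.8-fold over both libraries (44.0 to 51.9), 53.0-fold in control and 42.0-fold in GC. The alternative that moved this log2 ratio most was a mean over cells in place of summed UMIs, from 5.58 to 3.84. Against osteoclasts, macrophages stood at 0.803-fold (0.751 to 0.859), with 0.914 in control, whose interval of 0.828 to 1.01 includes 1, and 0.729 in GC. That direction turned with at most 5% mitochondrial UMIs per cell, from a log2 ratio of -0.32 to 0.12, and with cells thinned to 1000 UMIs, to 0.09. After thinning, 26.6% of macrophages and 27.1% of osteoclasts held a Csf1r UMI, against 0.426% of B cells. Before thinning, these were 65.4%, 91.8% and 0.690%, at the median depths already given. In trabecular bone, macrophages were at 190 CPM in control and 145 in GC, 13.6-fold over other cells (12.5 to 14.9), so the change between conditions ran the other way than in callus.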

Given that macrophage proliferation, migration, and differentiation are mainly controlled by macrophage colony-stimulating factor (Csf1) (30), we performed transcriptional analysis of the gene encoding Csf1 receptor (Csf1r) and found that it was predominantly expressed by macrophages (Figure 6A and Supplemental Figure 8A). Conversely, osteolineages, particularly skeletal stem cells, were identified as the primary source of Csf1.

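Csf1 (ENSMUSG00000014599, chr3:107,741,048-107,760,469, minus strand) was highest, relative to the UMIs of a class and among classes of at least 15 cells in each library, in callus neutrophils, at 385 CPM in control (95% interval 361 to 411) and 659 in GC (623 to 697). Mast cells or basophils, with only 20 cells, held 415 CPM over both libraries (257 to 635). Skeletal stem cells held 57.0 CPM in control (46.1 to 69.6) and 40.4 in GC (29.1 to 54.6), osteoblasts or osteocytes 78.6 and 83.9, hypertrophic chondrocytes 70.8 and 36.2, and chondrocytes 25.8 and 24.3. Neutrophils stood at 10.0-fold over skeletal stem cells (8.42 to 12.0), 6.77-fold in control and 16.3-fold in GC. The log2 of that ratio, 3.32, lay between 2.73 and 3.33 under the settings named beforehand, and settings chosen after seeing the values gave 0.95 (fold against the mean, which leaves clusters 0 and 3 unnamed), 1.31 (minimum of 1000 genes) and 3.68 (no second split). The rise of Csf1 in GC neutrophils, a log2 ratio of 0.77, turned to -1.78 with a minimum of 1000 genes, chosen after seeing the values. It was present within each neutrophil cluster, from 438 to 847 CPM in cluster 0, 459 to 894 in cluster 3 and 18.9 to 116 in cluster 11. Neutrophils have few UMIs per cell, and per cell the classes were alike, at 0.709 Csf1 UMIs in neutrophils and 0.717 in skeletal stem cells, with 1.33 in osteoblasts or osteocytes. In total, osteolineage cells gave 3325 callus Csf1 UMIs and hematopoietic cells 2463 (2154 and 1038 in control, 1171 and 1425 in GC), with chondrocytes at 37.9%, neutrophils at 36.4% and skeletal stem cells at 2.28%. Against all other cells, skeletal stem cells were at 1.14-fold (0.959 to 1.36), 1.41-fold in control (1.14 to 1.73) and 0.812-fold in GC (0.584 to 1.10). The log2 of the first ratio, 0.19, went to -1.43 with a mean over cells and to 1.34 with that minimum, a setting chosen after seeing the values. Within the osteolineage, bone-forming cells stood at 2.29-fold over chondrocytes of both kinds (2.05 to 2.55). After thinning, 7.33% of 191 skeletal stem cells held Csf1 (4.07% to 12.0%, none left out, median 11388 UMIs), 30.1% of 2422 neutrophils (661 left out, median 1243 UMIs) and 0.533% of B cells. Before thinning, the shares were 31.4%, 34.6% and 1.18%. In trabecular bone the order was reversed, with skeletal stem cells at 90.6 CPM and neutrophils at 26.9, which is 0.297-fold (0.214 to 0.424). The ratio was 0.144-fold in control and 0.498-fold in GC, with 19 and 18 Csf1 UMIs in skeletal stem cells. The neutrophil class there includes clusters without neutrophil markers among their 10 leading genes. Il34 was at 7.38 CPM in callus skeletal stem cells and 65.1 in pericytes or smooth muscle cells. The paper states that Csf1 comes mainly from osteolineages, above all from skeletal stem cells.

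**Figure D3:**
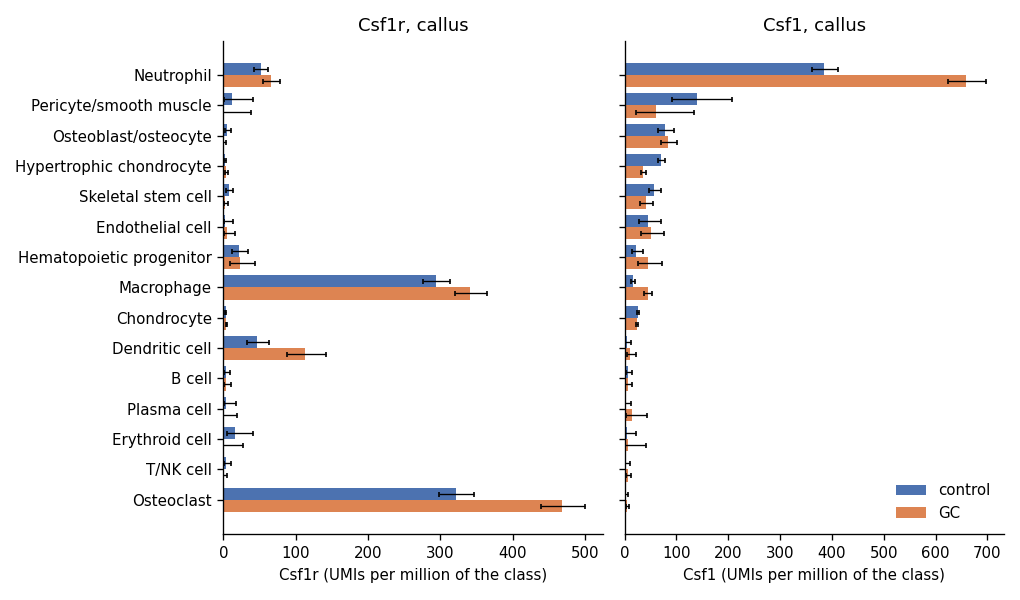
Csf1r (left) and Csf1 (right) in each callus class of the control and GC libraries, in CPM, ordered by Csf1 over both libraries. Error bars are 95% exact Poisson intervals. Csf1r is highest in osteoclasts and macrophages, and Csf1 in neutrophils (385 and 659 CPM). The class of mast cells or basophils, with 20 cells, is left out.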

In the absence of Csf1, macrophages displayed poor migration capacity and showed low adherence during in vitro culturing (Figure 6B and Supplemental Figure 8B). Conversely, the presence of BSMPs induced the migration of macrophages and increased the number of adherent macrophages (Figure 6, B and C). Enzyme-linked immunosorbent assay (ELISA) validated the production and secretion of Csf1 by BSMPs (Figure 6D). Suppressing Csf1 production from BSMPs using *Csf1* siRNA counteracted the recruitment of macrophages, as observed in direct coculture and Transwell migration assays (Figure 6, B–D, and Supplemental Figure 8B). Furthermore, GC-pretreated BSMPs exhibited elevated Csf1 production and enhanced macrophage recruitment (Supplemental Figure 8, C–E). These findings further validate the scRNA-Seq data, pinpointing the ability of BSMPs to support the local accumulation of macrophages through Csf1 secretion.

To investigate the role of macrophages in bone formation in vivo, we used CD11b-DTR mice to systemically deplete macrophages during the early phase of callus formation (week 1 to week 2 post-fracture). Additionally, in wild-type mice, we administered clodronate liposomes locally to deplete macrophages within the same phase of callus formation (validated by immunofluorescent staining of F4/80) (Supplemental Figure 9A). The depletion of macrophages either systemically or locally resulted in a further reduction in bone area (as observed histologically) and bone quality parameters (as validated by micro-CT) in both the control and GC-treated groups (Figure 6, E–H, and Supplemental Figure 9, B–E). In contrast, the delivery of Csf1 increased the number of macrophages, as shown by immunofluorescent staining of F4/80-positive area (Supplemental Figure 9F), leading to an increase in total bone area without changing the bone quality parameters (bone mineral density and bone volume fraction [BV/TV]), especially in the control groups (Supplemental Figure 9, G–J). These data show the role of the macrophage pool in promoting bone formation under conditions with or without excess GC exposure.

Next, we validated the involvement of macrophages in osteogenesis in vitro. In the presence of macrophages, treatment with Dex significantly upregulated the transcription levels of osteogenic genes in BSMPs (e.g., *Sp7*) and CMPs on day 3 and increased the ALP-positive area on day 5 (Supplemental Figure 10, A and B). Consistent with previous findings that GCs induce polarization of macrophages into an M2-like phenotype (1, 31), we also identified increased expression of *Cd163*, *Cd204*, *Arg1*, *IL10*, *Tgfb*, *IL4*, and *BMP2*, and decreased expression of *IL6*, *IL1*, and *Tnfa* (Supplemental Figure 10C). Conditioned medium from macrophages pretreated with high-dose Dex significantly upregulated the transcription of osteogenic genes (Supplemental Figure 10D). Among the upregulated cytokines in the polarized macrophages (Supplemental Figure 10E), BMP2 is known to directly promote osteogenesis (32). Conditioned medium derived from macrophages with BMP2 knockdown exhibited a counteractive effect on the osteogenic properties of the macrophage secretome induced by Dex (Supplemental Figure 10F).

### GC-associated nutritional niche affects bone turnover.

A decreased blood volume was detected in both the bone loss and fracture models (Supplemental Figure 11, A–C). In contrast to GC-induced promotion of osteogenesis, GC exposure for 24 hours disturbed the angiogenesis of endothelial cells in vitro (33–35), as suggested by diminished tube formation, an altered transcriptional pattern, suppression of nitric oxide production through a suppressive GC response element, and weakened expression of ZO1 and VE-cadherin, but increased permeability (Supplemental Figure 11, D–N). Notably, neither the cell cycle nor apoptosis of the endothelial cells was affected (Supplemental Figure 11, F and G).

Given that the obstruction of vascular invasion suppresses bone formation by affecting nutrient transport (i.e., glucose, amino acids, and lipids) (24), these results inspired us to investigate the possibility that disruption of nutrient transport might synchronously lower bone formation and resorption levels. To test this hypothesis, we measured local nutrient transport in vivo in our GC-induced bone loss and associated fracture healing models. It is known that reciprocal metabolism of fatty acids, glucose, and amino acids supports skeletal energy homeostasis (24, 36–38). Local marrow glucose was not decreased in the bone loss and delayed fracture healing models (Supplemental Figure 12, A and B). In contrast, although GC exposure did not lower circulating fatty acids, the local marrow fatty acid levels decreased significantly at week 2 (Supplemental Figure 12, C and D), implying a deficiency in their localized transport in the bone niche.

We then explored whether fatty acid deficiency attenuated bone turnover. Cpt1a (a key transferase of fatty acids) and Glut1 (a transporter of glucose) were more highly expressed in bone-forming areas than in cartilage areas, suggesting the requirement of fatty acids and glucose oxidation during bone formation (Supplemental Figure 12E). Serum (i.e., FBS) is the source of fatty acids in culture that provides 2%–3% of the fatty acid (39). We also measured the concentrations of fatty acids in FBS (Supplemental Table 1). Serum deprivation (1% FBS) remarkably decreased the energy metabolism, as revealed by reductions in the oxygen consumption rate and the extracellular acidification rate of both BSMPs and bone marrow–derived macrophages (Figure 7A). Compared with glucose and glutamine deprivation, serum deprivation had a more pronounced effect on cell viability and osteogenesis of BSMPs, regardless of whether they were cocultured with bone marrow–derived macrophages (Figure 7B and Supplemental Figure 13, A and B). Additionally, serum deprivation inhibited osteoclastogenesis (Supplemental Figure 13C).

To achieve time-specific deletion of *Cpt1a* expression during callus formation, we generated *Ubc-Cre-ERT2* *Cpt1a^fl/fl^* mice and administrated tamoxifen at specific time points (week 1 to week 2 post-fracture), mimicking the status of fatty acid metabolism deficiency. The inhibition of fatty acid metabolism in vivo resulted in a significant reduction in callus size and bony area (Figure 7, C and D), as well as a decrease in BV in newly formed calluses (Supplemental Figure 13D). Such effects were observed in both control and GC groups. Similarly, transfection with shRNA to knock down *Cpt1a* expression in culture also inhibited both osteogenesis of BSMPs and osteoclastogenesis (Figure 7E and Supplemental Figure 13E). The inhibition of endogenous fatty acid synthesis by transfection of *Atgl* (adipose triglyceride lipase) shRNA did not obviously alter the osteogenesis capacity of BSMPs but slightly attenuated osteoclastogenesis (Figure 7E and Supplemental Figure 13F). Apart from suppressing the osteogenic differentiation of BSMPs, knockdown of *Cpt1a* expression resulted in reduced viability of BSMPs, regardless of whether they were cocultured with bone marrow–derived macrophages (Supplemental Figure 13, G and H). Conversely, knockdown of *Atgl* expression had negligible effects on the viability of BSMPs (Supplemental Figure 13, G and H). Therefore, bone formation and resorption primarily depend on the uptake of fatty acids from external sources. Deficiency in fatty acid oxidation impairs both osteogenesis and osteoclastogenesis.

We also tested whether the joint effects of GCs and serum deprivation were able to explain the phenotypes of osteogenesis in vivo. Except for the role in the supplementation of energy substrates, from a transcriptional perspective serum deprivation slightly upregulated the expression of some osteogenic genes during osteogenic induction in vitro (Supplemental Figure 14A). As the actions of GCs on the expression of osteogenic genes (with or without macrophage coculturing) were also selectively upregulated (Supplemental Figure 6D and Supplemental Figure 10B), the combined effects on the expression of osteogenic genes in vivo should theoretically be selectively upregulated. Indeed, the expression profile confirmed the in vivo upregulation of osteogenic genes in bone-forming cells (Supplemental Figure 14B).

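The 5 osteogenic genes the paper measures in cultures were compared between GC and control in bone-forming cells, in both tissues because the paper's text does not name the libraries behind this profile and its supplement was not available. In callus (188 control cells and 177 GC cells), Col1a1 (ENSMUSG00000001506, chr11:94,936,224-94,953,042, plus strand) went from 46860 to 59379 CPM, a ratio of 1.27 (95% interval 1.26 to 1.28). Col1a2 (ENSMUSG00000029661, chr6:4,504,814-4,541,544, plus strand) went from 36587 to 42451 CPM (1.16, 1.15 to 1.17), and Alpl (ENSMUSG00000028766, chr4:137,741,733-137,796,384, minus strand) from 973 to 1243 CPM (1.28, 1.21 to 1.34). Runx2 (ENSMUSG00000039153, chr17:44,495,987-44,814,797, minus strand) fell from 311 to 230 CPM (0.739, 0.665 to 0.821). Sp7 (ENSMUSG00000060284, chr15:102,356,606-102,367,182, minus strand) was 127 and 113 CPM (0.888, 0.759 to 1.04), no change detectable at this depth. The median log2 ratio of the 5 was 0.21 (0.20 to 0.23), higher than 96.0% of random lists matched for expression. This median is the value of Col1a2, so its narrow interval is mostly the counting error of that gene. Matching in 20 bins may draw far lower genes for the 2 collagens, so the percentile says little. The median was 0.20 in skeletal stem cells alone and 0.03 in osteoblasts or osteocytes alone (0.02 to 0.05). A minimum of 1000 UMIs per cell moved the median most, to 0.01, with an interval that includes 0. In trabecular bone (17 control cells and 45 GC cells), Col1a1 went from 6052 to 14251 CPM (2.35), Col1a2 from 6732 to 8024 (1.19) and Alpl from 616 to 120 (0.195). Sp7, with 3 and 9 UMIs there, and Runx2, with 15 and 28, had too few to compare.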

To evaluate whether exogenous fatty acids could rescue the GC-reduced callus formation, we locally injected fatty acids into the fracture sites. Fatty acid delivery increased bone area and the ratio of woven bone to cartilage area in vivo (Figure 7, F and G, and Supplemental Figure 13A). We conducted in vitro cell interventions using palmitic acid (the predominant saturated fatty acid in the bloodstream) and oleic acid (the predominant unsaturated fatty acid in the bloodstream), respectively. Extra fatty acids did not rescue the impaired osteogenesis and cell survival of pure BSMPs (Figure 7H and Supplemental Figure 15B). Notably, supplying fatty acids (particularly palmitic acid) to the BSMPs containing macrophages partially restored the impaired osteogenesis, especially in the presence of GCs, without affecting cell viability (Figure 7H and Supplemental Figure 15C). As fatty acids also function as signaling molecules that activate free fatty acid receptors (FFARs) (40), to test the involvement of FFAR signaling, we activated FFAR1 by using GW9508. However, this approach did not rescue the reduced osteogenesis and cell viability under conditions of serum deprivation, implying the predominant role of fatty acids as an energy source during bone turnover (Supplemental Figure 15, D–F). These results suggest that availability of fatty acids affects bone turnover. Although a decline in fatty acid metabolism impairs osteogenesis, the addition of exogenous fatty acid cannot directly and rapidly rescue the inhibition of osteogenesis of pure BSMPs.

### Nutrient uptake patterns of BSMPs and the local macrophage pool.

Next, we analyzed the energy metabolism profile of BSMPs and bone marrow–derived macrophages. 

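A list of 20 genes of fatty acid oxidation, among them Cpt1a (ENSMUSG00000024900, chr19:3,322,334-3,385,733, plus strand), was summed in each class, since the paper's text does not list the genes it used and its supplement was not available. In callus, macrophages held 449 CPM over both libraries (95% interval 432 to 467), 475 in control and 418 in GC, and bone-forming cells 533 CPM (514 to 552), 553 and 507. Against all other cells, macrophages stood at 0.975-fold (0.937 to 1.01) and bone-forming cells at 1.16-fold (1.12 to 1.21). The highest sums were in osteoclasts, 1226 CPM in control and 1170 in GC, and in hematopoietic progenitors, 1182 and 893. Osteoclasts were at 2.67-fold over macrophages (2.55 to 2.80), and chondrocytes held 417 and 381 CPM. Gene by gene, macrophages were above bone-forming cells for 8 of the 20, among them Cpt1a (48.3 against 17.6 CPM), Acsl1 (39.9 against 20.5) and Slc25a20 (28.7 against 18.5), and below them for 12, among them Etfa (34.3 against 57.6 CPM), Hadh (9.90 against 33.1) and Etfb (40.3 against 63.0). Removing doublets at 1.6% per 1000 cells moved the macrophage log2 ratio most, from -0.04 to -0.15, and no second split, a setting chosen after seeing the values, moved that of bone-forming cells most, from 0.22 to 0.09, while a mean over cells gave 0.33. In trabecular bone, macrophages held 1042 CPM in control and 1128 in GC, 1.65-fold over all other cells (1.61 to 1.68), and bone-forming cells 951 and 925 CPM, or 1.30-fold (1.17 to 1.43). Trabecular progenitors stood higher still, at 1348 and 1434 CPM.

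**Figure D4:**
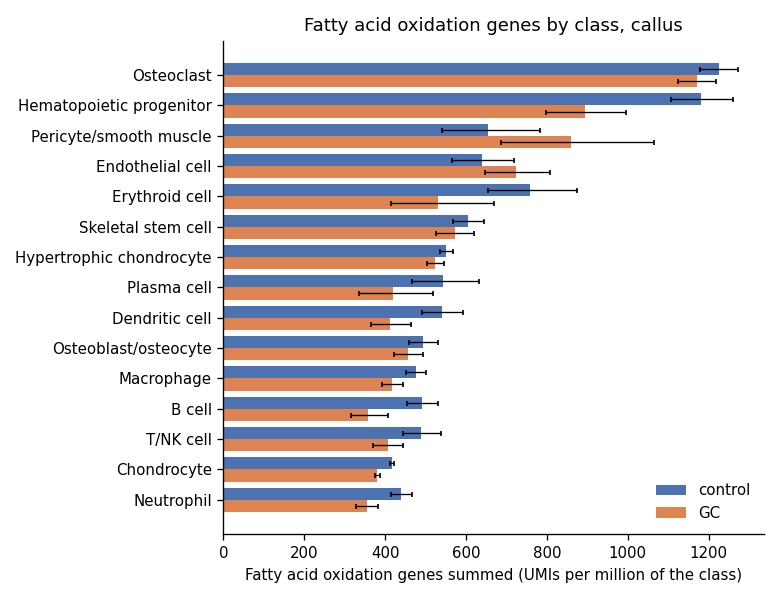
Summed fatty acid oxidation genes in each callus class of the control and GC libraries, in CPM, ordered by the sum over both libraries. Error bars are 95% exact Poisson intervals. Osteoclasts and hematopoietic progenitors are highest, and macrophages (475 and 418 CPM) lie among the lower classes. The class of mast cells or basophils is left out for its 20 cells.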

We detected elevated transcription levels of fatty acid oxidation–associated genes in macrophages and bone-forming cells (skeletal stem cells/osteoblasts/osteocytes) in vivo (Supplemental Figure 16, A and B). The energy metabolism of BSMPs relied more on mitochondrial ATP than glycolytic ATP (Figure 8A). GC treatment did not significantly alter the basal real-time production rate of glycolytic and mitochondrial ATP (Figure 8A) and the metabolism gene signatures of BSMPs (Supplemental Figure 16C). To investigate the reliance on various forms of mitochondrial oxidation, we used *Mpc1*, *Gls*, and *Cpt1a* shRNA transfection to knock down the corresponding transporters responsible for glucose, glutamine, and fatty acid oxidation, respectively, in BSMPs. The results demonstrated that knockdown of *Cpt1a* expression inhibited both basal respiration and maximal respiration in BSMPs, confirming the contribution of fatty acid oxidation to mitochondrial ATP production (Figure 8B and Supplemental Figure 16D). Although enhanced mitochondrial oxidation is involved in IL-4–activated M2a macrophages (41), GC-activated M2c macrophages showed decreased mitochondrial oxidation without changes in glycolysis (Figure 8C). Compared with BSMPs, macrophages presented a higher degree of fatty acid oxidation (Figure 8D and Supplemental Figure 16F), and GC exposure modestly upregulated the transcription of genes related to fatty acid metabolism (Supplemental Figure 16E).

As fatty acids play a dominant role in fueling BSMPs and their related macrophage pools, we hypothesized that the efficiency of exogenous fatty acids to rescue serum deprivation–inhibited osteogenesis might be associated with the uptake rate of fatty acids. Endocytosis mediated by Cd36 (a fatty acid translocase) is a vital process supporting the intracellular transport of fatty acids (42). The transcription levels of Cd36 in macrophages were significantly higher than those in bone-forming cells (Figure 8, E and F). 

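Cd36 (ENSMUSG00000002944, chr5:17,781,690-17,888,801, minus strand) was at 335 CPM in control callus macrophages (95% interval 315 to 355) and 495 in GC macrophages (469 to 523). Bone-forming cells of the callus held 3 Cd36 UMIs in control and 2 in GC, or 0.955 and 0.829 CPM. The macrophage level was 452-fold that of bone-forming cells over both libraries (194 to 1394), and 69.7-fold that of all other cells (64.2 to 75.8), with 105-fold in control and 51.1-fold in GC. The log2 of the second ratio moved most with a mean over cells, from 6.12 to 4.55. After thinning, 24.7% of macrophages held a Cd36 UMI, 0.274% of bone-forming cells and 1.07% of B cells, so the share in bone-forming cells was background. Before thinning, macrophages reached 38.7% and bone-forming cells 1.37%. Erythroid cells stood above macrophages at 501 CPM (433 to 577) over both libraries, 265 in control and 936 in GC, and endothelial cells held 234 CPM. In trabecular bone, macrophages held 19.3 CPM in control and 11.0 in GC, and bone-forming cells 87.9 and 434 CPM, so that macrophages were at 0.0456-fold (0.0359 to 0.0580). Of the 134 Cd36 UMIs in those trabecular bone-forming cells, 132 belonged to a group of 11 cells that held at least 3 of 13 endothelial or pericyte marker genes, with 79 in a single cell. The other 51 cells held 2 Cd36 UMIs, or 5.32 CPM (0.645 to 19.2).

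**Figure D5:**
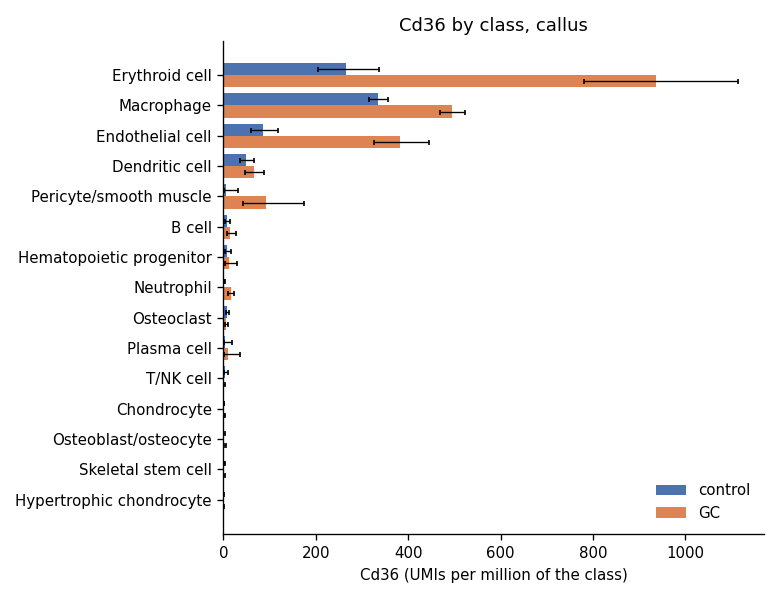
Cd36 in each callus class of the control and GC libraries, in CPM, ordered by the value over both libraries. Error bars are 95% exact Poisson intervals. Macrophages (335 and 495 CPM) lie far above skeletal stem cells and osteoblasts or osteocytes and below erythroid cells of the GC library. Mast cells or basophils, with 20 cells, are left out.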

By flow cytometry analysis we found that a substantial frequency of macrophages expressed the surface transporter Cd36, while no surface expression was detected in BSMPs (Figure 8, G and H).

We next analyzed the nutrient uptake patterns of BSMPs and their associated macrophage pool. Compared with BSMPs, macrophages took up more fluorescent fatty acids and glucose over 24 hours (Figure 8, I–L). GC reduced fatty acid uptake while increasing glucose uptake in both BSMPs and macrophages (Figure 8, I–L). Serum deprivation stimulated fatty acid uptake in both macrophages and BSMPs, with macrophages showing a more notable increase (Figure 8, I–M). Concomitantly, delivery of an adequate dose of fatty acids ultimately heightened intracellular ATP in macrophages but not in BSMPs under serum deprivation conditions (Figure 8N). Differential uptake patterns of fatty acids suggest that macrophages have higher reactivity to exogenous fatty acids than BSMPs. The proper distribution and uptake of fatty acid by BSMPs and macrophages may depend on the optimal energy transport microenvironment in the body, which is challenging to achieve by directly delivering fatty acids.

### Exogenous fatty acids shape M2c macrophage polarization to affect osteogenesis.

We then sought to determine whether and how fatty acid oxidation influences the phenotypes of GC-treated bone marrow–derived macrophages. Suppression of fatty acid endocytosis using the Cd36 inhibitor sulfo-*N*-succinimidyl oleate (SSO) or fatty acid transport from the cytosol into mitochondria using *Cpt1a* shRNA diminished GC-induced M2c phenotypes and reduced the production of BMP2 (Supplemental Figure 17, A–D). The β-oxidation of fatty acid metabolism relies on the transfer of electron-reducing equivalents to the mitochondrial electron transport chain (ETC) to generate ATP (43). The addition of antimycin A (inhibitor of ETC complex III) and oligomycin (inhibitor of ETC complex V) abolished the upregulation of M2c-associated genes and the production of BMP2 (Supplemental Figure 17, E and F), suggesting the requirement of an intact ETC. Notably, deficiency of fatty acid oxidation was not a generalized defect for cytokine production, as macrophages under transfection with *Cpt1a* shRNA were competent to produce IL-6 (Supplemental Figure 17, G and H). In contrast to the effect on BMP2 production, activated oxidative phosphorylation using FCCP diminished IL-6 production, while blockade of complex V using oligomycin promoted it (Supplemental Figure 17, I and J), indicating exquisite specificity of fatty acid oxidation for promotion of the M2c phenotype and BMP2 production.

GC exposure did not change the mitochondrial content of bone marrow–derived macrophages (Figure 9A). However, serum deprivation resulted in a compensatory increase in mitochondrial content and upregulated surface expression of Cd36 (Figure 8H and Figure 9A), providing the structural basis for the reactivity of exogenous fatty acids. Supplementation with appropriate concentrations of exogenous fatty acids (e.g., palmitic acid) and GCs in a low-serum culture medium increased the expression of M2c markers and BMP2 production in comparison with normal serum (Figure 9B and Supplemental Figure 17, K–N). The elevated expression of these markers was abolished by the Cd36 inhibitor SSO (Supplemental Figure 17, K and L).

Besides participating in mitochondrial oxidative phosphorylation, fatty acids are also involved in antiinflammatory processes regulated by membrane FFARs (40). But the antiinflammatory effect of activation of membrane receptor signal by GW9508 was weak (Supplemental Figure 17, O–R), supporting the dominant role of mitochondrial pathways fueling M2c phenotypes. The expression of antiinflammatory factors was not upregulated in macrophages in vivo, consistent with the phenotypes of macrophages in low–fatty acid oxidation conditions (Supplemental Figure 17, S–U).

We next investigated the mechanism by which GC signaling is regulated by fatty acid oxidation. Upon binding of GCs to the GR in the cytoplasm, GR translocates to the nucleus, where it regulates gene expression by binding to GC response elements within the promoters of various genes (44). Taking BMP2 as an example, both *Cpt1a* shRNA and SSO exposure, inhibiting fatty acid transport and oxidation, respectively, decreased the nuclear translocation of GR (Figure 9, C and D) and its binding to the *BMP2* promoter in macrophages (Figure 9, F and G). Under serum deprivation and Dex exposure, exogenous fatty acids increased the nuclear translocation of GR (Figure 9E) and its binding to the *BMP2* promoter (Figure 9H). Further, the treatment of conditional medium from *BMP2* siRNA– or SSO-pretreated macrophages abolished the upregulation of osteogenesis in BSMPs (Figure 9I). These findings suggest that GCs and fatty acid metabolism cooperatively program M2c polarization of macrophages, leading to BMP2 secretion, which in turn modulates osteogenesis.

### Targeted delivery of fatty acid–containing nanoparticles improves fracture healing.

We sought to establish a systemic therapeutic strategy to tackle substantial clinical problems. Unexpectedly, a high-fat diet (45%) during callus formation (week 1 to week 2 post-fracture) did not rescue the bone quality deterioration upon GC exposure (Supplemental Figure 18, A and B). Next, to ensure local repletion of fatty acids and to avoid the risk of metabolic abnormalities caused by systematic lipid delivery, we specifically tailored macrophage-targeted fatty acid–containing lipid nanoparticles (FA-LNPs; 100 nm, 0 mV; Supplemental Figure 18C) for macrophage reprogramming and immune-osteogenic modulation. In the current study, FA-LNPs were effectively endocytosed by macrophages (95.3%) within 6 hours, while just 13.8% of BSMPs endocytosed FA-LNPs (Figure 10, A–D). FA-LNP delivery under serum deprivation significantly increased intracellular ATP in macrophages but not BSMP at 24 hours (Figure 10, E and F). FA-LNPs also increased nuclear translocation of GR and the binding to the promoter of *BMP2*, leading to an increased expression of M2c phenotypic genes and *BMP2* with the combined effects of GC exposure (Figure 10, F–J, and Supplemental Figure 18D). *Cpt1a* shRNA transfection counteracted FA-LNP–induced BMP2 production (Figure 8H). Although the cell viability was not altered (Supplemental Figure 18, E and F), elevated osteogenesis of BSMPs cocultured with macrophages was detected upon FA-LNP exposure (Figure 10K).

We next questioned whether FA-LNP injection could enhance hard callus formation in vivo. Once delivered to the fracture site, FA-LNPs were mainly endocytosed by cells from inflammatory and osteogenic areas, not cartilage areas (Figure 11A). The delivery of FA-LNPs significantly increased the BV of GC-treated group, as well as the bone/cartilage area ratio (Figure 11, B and C).

## Discussion

The etiology of GC-associated skeletal disorders is multifactorial, while the systemic effects regulating this process are less clear. Here, using established bone loss and fracture models, we show that excess GC exposure leads to reduced bone turnover, with a particular reduction in bone formation, while identifying the spatiotemporal progression and the multifaceted pathologies (Figure 12). Notably, mechanistically there are defects in the immunometabolism that result in altered osteogenesis of bone-forming cells. Accordingly, we synthesized nanoparticle-encapsulated lipids to reprogram the skeletal macrophages and thus improved fracture healing. Together, the present study provides new insights into the underlying etiology of excess GC-induced bone loss, allowing for potential new avenues in developing targeted therapy for this medical condition.

According to a dose conversion guide (45), the mouse doses of 2.1 mg/kg/d and 6.25 mg/kg/d of prednisolone are approximately equivalent to human doses of 10 mg/d and 30 mg/d, respectively (based on a 60 kg body weight). These doses correspond to moderate intensity in clinical treatment (low intensity < 7.5 mg/d; between 7.5 mg and 30 mg is moderate intensity; between 30 mg and 100 mg is high intensity; and exceeding 250 mg is regarded as pulse therapy) (46). The effect of GC-induced bone loss in mice is influenced by factors such as the formulation of the GC, the mouse strain, age, sex, and route of administration. Therefore, the optimal safe dose for mouse models remains to be further explored. Different formulations have varying potencies (e.g., Dex > methylprednisolone > prednisolone/prednisone > hydrocortisone/cortisone) (25, 47), but their mechanisms of action are consistent. We chose the subcutaneous implantation of a sustained-release prednisolone pellet as the induction method, which ensures stable GC delivery and reduces the need for repeated injections, minimizing stress on the animals. Furthermore, the literature suggests that FVB/N mice are more sensitive to GC-induced bone loss than Swiss Webster and C57BL/6 mice (48). Similarly, in humans, the safe dosage and intervention thresholds for GC use vary across different national guidelines. Generally, all patients starting or requiring long-term use of GCs are advised to improve nutrition, prevent falls, and consider lifestyle interventions (7).

Excess use of GCs causes both rapid and sustained loss of trabecular bone mass (7, 12). We identified reduced bone turnover as the primary feature of the rapid bone loss, consistent with clinical studies that showed a virtual lack of osteoblastic activity with reduced or unchanged bone resorption occurring during the rapid bone loss phase (11, 12). Previously, the spatiotemporal patterns of GC-associated fracture healing were less investigated. In this study, we found that during the early stage of callus formation (week 2 post-fracture), excess use of GCs amplified the inhibition of bone formation and resorption. In the later stages (4 and 8 weeks post-fracture), the delayed remodeling led to a relatively larger callus but with insufficient quality. The bone loss and fracture models used in this study were given GCs by continuous or once-daily dosing regimens, and the results consistently supported the conclusion that GCs reduce bone turnover in vivo. Thus, the choice of dosing regimen is not a notable factor influencing the main findings under the experimental conditions of this study.

The exogenous actions of GCs on osteogenesis have been suggested to be stimulatory (29, 49–51). The discrepancy between in vivo and in vitro results regarding the effects of GCs on bone formation (i.e., inhibition in vivo and promotion in vitro) urged us to explore a role for cellular crosstalk in vivo that was not replicated in vitro. In the present study, we addressed the regulation between macrophages and osteogenic progenitor cells, as inspired by previous studies (52, 53). Firstly, we detected a large proportion of macrophages (the major hematopoietic lineage) during rapid callus formation. Secondly, we found that Csf1, a well-established cytokine that regulates macrophage survival, is mainly produced by the bone-forming cells. Thirdly, we showed that macrophages are the primary target cells for GC-mediated immune regulation. Together, our data show that GCs and macrophages cooperate to promote osteogenic differentiation, ruling out immune regulation of macrophages as the cause of the discrepancy between in vivo and in vitro results.

We confirmed that excess GCs inhibited vascularization in vitro and in vivo. In the process of fracture healing, blocking of blood vessel ingrowth impedes vascularization and reduces local nutrient delivery, ultimately resulting in smaller bony callus (24). In an ex vivo model, collagen gel was used to simulate avascular tissue, and the permeation of nutrients was evaluated. Fatty acids exhibited weaker permeation compared with glucose, suggesting that fatty acids may be a limiting nutrient following vascularization imbalance (24). We speculated that fatty acid deficiency may be the culprit for the reduced bone turnover induced by excess GCs. Firstly, fatty acid levels rather than glucose are reduced in the bone marrow and callus after GC exposure. Consistent with previous studies showing that the skeleton is the second organ exerting high demand on circulating fatty acids (36, 54), our study proved that fatty acid oxidation is a dominant fuel source for cellular homeostasis of osteogenic precursors. In addition, we found that fatty acid deficiency leads to inhibition of both osteogenesis and osteoclastogenesis of progenitor cells. In addition to causing vascular defects, GCs can impact systemic lipid metabolism and, consequently, affect fatty acid transport. For instance, prior studies suggest that short-term GC exposure can promote lipolysis (55, 56), while chronic use does not result in further lipolysis (57, 58). Changes in weight and appetite can also exert an influence on fatty acid transport. Furthermore, the saturation and chain length of fatty acids may exert differing degrees of influence on bone turnover. These intricate mechanisms warrant further studies.

Our study also provides a framework for the nutritional distribution of fatty acids among bone units. Exogenous fatty acids after direct delivery are preferentially taken up by macrophages, not bone-forming cells, implying the demand on an effective delivery system targeting bone-forming cells. Fatty acid delivery shapes macrophage Mc2 polarization, which further supports osteogenesis. We demonstrated how fatty acids affect GC signaling to produce BMP2 — an example of cytokines. Interestingly, FCCP and oligomycin exhibit contrasting effects on the production of BMP2 and IL-6. It is noteworthy that both FCCP and oligomycin inhibit the function of complex V, but the regulation of BMP and IL-6 expression may not be solely attributed to the loss of mitochondrial ATP production. Furthermore, oligomycin hyperpolarizes the mitochondrial membrane, while FCCP depolarizes it, suggesting that the production of BMP2 and IL-6 may be also influenced by changes in mitochondrial membrane polarization. Notably, the pro-osteogenic effect of Mc2 macrophages is regulated by multiple cytokines. For example, fatty acid oxidation fuels the production of BMP7, IL-4, and IL-10 (41, 59, 60), but whether fatty acid oxidation facilitates the binding of GR to the promoters of these genes and their exact roles in osteogenesis are still elusive. We did show that targeting skeletal macrophages via nanoparticle-delivered fatty acids effectively promoted callus formation in vivo.

Energy metabolic patterns on pathological progression of bone loss and fracture models in mice are reported here. Given that the bone biology of mice has a striking similarity with that of humans (61, 62), we expect similar changes on bone turnover upon GC exposure in human cases, warranting future study. In addition, future target therapy should also be developed to completely reconstruct the nutrient transport network to restore the energy metabolism levels of various cells.

Excessive exogenous GCs may lead to adrenal atrophy and suppression of the hypothalamic-pituitary-adrenal axis, resulting in reduced endogenous GC levels (63). Our study also detected a decrease in endogenous GC levels during the exposure of exogenous GCs (results not shown). It remains an important question for future research to explore whether bone remodeling abnormalities can be restored after discontinuation of GC treatment and to investigate the effects of changes in endogenous GC levels on bone turnover.

In conclusion, reduced bone turnover and bone formation is the primary feature of both rapid bone loss and delayed bone healing under conditions of excess GC exposure. These effects are dependent on various processes, including direct actions on bone progenitor cells, but also on intercellular interactions between these cells and macrophages that become defective as a result of alterations in the vasculature, leading to nutrient deficiency and thus altered immunometabolic activity. Targeted repletion of the missing energy source rescued defects in bone healing. Thus, this study highlights a potential new therapeutic approach targeting immunometabolism of the skeletal microenvironment that may have clinical significance for tackling the side effects of excess GC exposure on the skeletons.

## Methods

### Sex as a biological variable.

Our study examined male and female animals, and similar findings are reported for both sexes.

### Mice.

C57BL/6J male and female mouse strains were provided by the Laboratory Animal Centre of the Chinese University of Hong Kong and Shenzhen Institute of Advanced Technology, Chinese Academy of Sciences.

The CD11b-DTR mouse strain was purchased from The Jackson Laboratory (JAX stock 006000). The Ubc-Cre-ERT2 mouse strain was purchased from The Jackson Laboratory (JAX stock 007001). The Cpt1a-Flox (NM-CKO-0056) mouse strain was purchased from Shanghai Model Organisms Center Inc. Ubc-Cre-ERT2 mice were crossed with Cpt1a-Flox mice. The offspring were intercrossed to generate *Ubc-Cre-ERT2 Cpt1a^fl/fl^* mice. Mice were housed in microisolator cages (18°C–23°C, 40%–60% humidity) under 12-hour light/12-hour dark cycles with free access to water and food according to experimental design.

Other methods and materials are presented in Supplemental Methods and Supplemental Tables 1 and 2.

### Statistics.

Mice were assigned to groups randomly. Experiments were done in a non-blinded fashion. Sample size was determined based on the pilot study of the bone loss model, which found that using 4 or more mice yielded *P* values less than 0.05 with a 90% probability of bone loss upon GC treatment for 4 weeks. All numerical data are reported as mean ± SD. Experiments were performed repeatedly. For the analysis of statistical significance, a 2-tailed Student’s *t* test or 1-way or 2-way ANOVA with Bonferroni’s post hoc test was used (information is provided in the figure legends). *P* values less than 0.05 were considered statistically significant. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Sample sizes (*n*) are provided in the figure legends.

### Study approval.

All animal operations were approved by the Chinese University of Hong Kong Animal Experiment Ethics Committee (19-069-MIS; 20-106-MIS; 21-152-MIS; 22-069-MIS; 22-070-MIS) and the Institutional Animal Care and Use Committee (IACUC) of the Shenzhen Institute of Advanced Technology, Chinese Academy of Sciences (SIAT-IACUC-230327-YGS-WXL-A2261).

### Data availability.

The Gene Expression Omnibus (GEO) accession number for the 10× Genomics scRNA-Seq is GSE261072. All supporting data are provided in the Supporting Data Values file.

## Author contributions

LQ, JX, and XL designed research studies. XL, JX, TL, BD, LC, YZ, SH, JG, SX, LZ, HY, YL, XH, ZY, WT, and DHKC conducted experiments. LQ, JX, YN, HL, and XW provided reagents. LQ, JX, and XL wrote the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
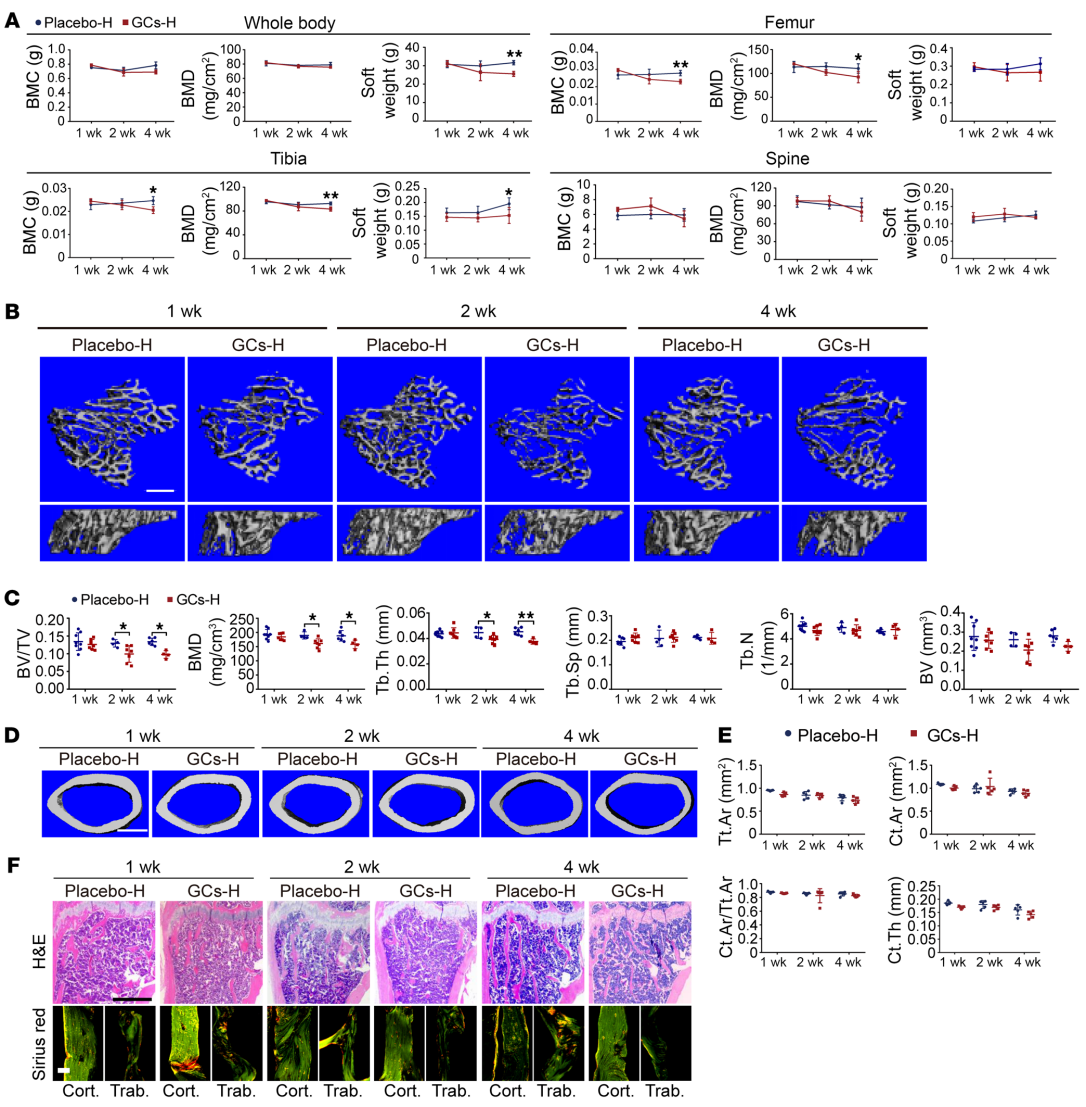
Excess GC induces rapid trabecular bone loss in male mice. (**A**–**F**) Bone phenotypes of mice treated with placebo (Placebo-H) or high-dose (6.25 mg/kg/d) prednisolone (GCs-H). (**A**) Bone mass and soft tissue weight of the body, tibia, spine, and femur as measured by dual-energy x-ray absorptiometry (*n* = 3–7 per time point). BMC, bone mineral content; BMD, bone mineral density. (**B** and **C**) Representative micro-CT images (**B**) and quantification (**C**) of bone volume fraction (BV/TV), bone mineral density (BMD), trabecular thickness (Tb.Th), trabecular separation (Tb.Sp), trabecular number (Tb.N), and bone volume (BV) in trabecula (*n* = 4–8 per time point; scale bar: 500 μm). (**D** and **E**) Representative micro-CT images (**D**) and quantification (**E**) of the periosteal envelope (Tt.Ar), cortical bone area (Ct.Ar), cortical area fraction (Ct.Ar/Tt.Ar), and average cortical thickness (Ct.Th) in cortical bone (*n* = 5 per time point; scale bar: 500 μm). (**F**) Representative H&E (scale bar: 500 μm) and sirius red (scale bar: 50 μm) staining of tibia. Data are mean ± SD. *P < 0.05, **P < 0.01 by 2-way ANOVA (**A**, **C**, and **E**) with Bonferroni’s post hoc test.

**Figure 2:**
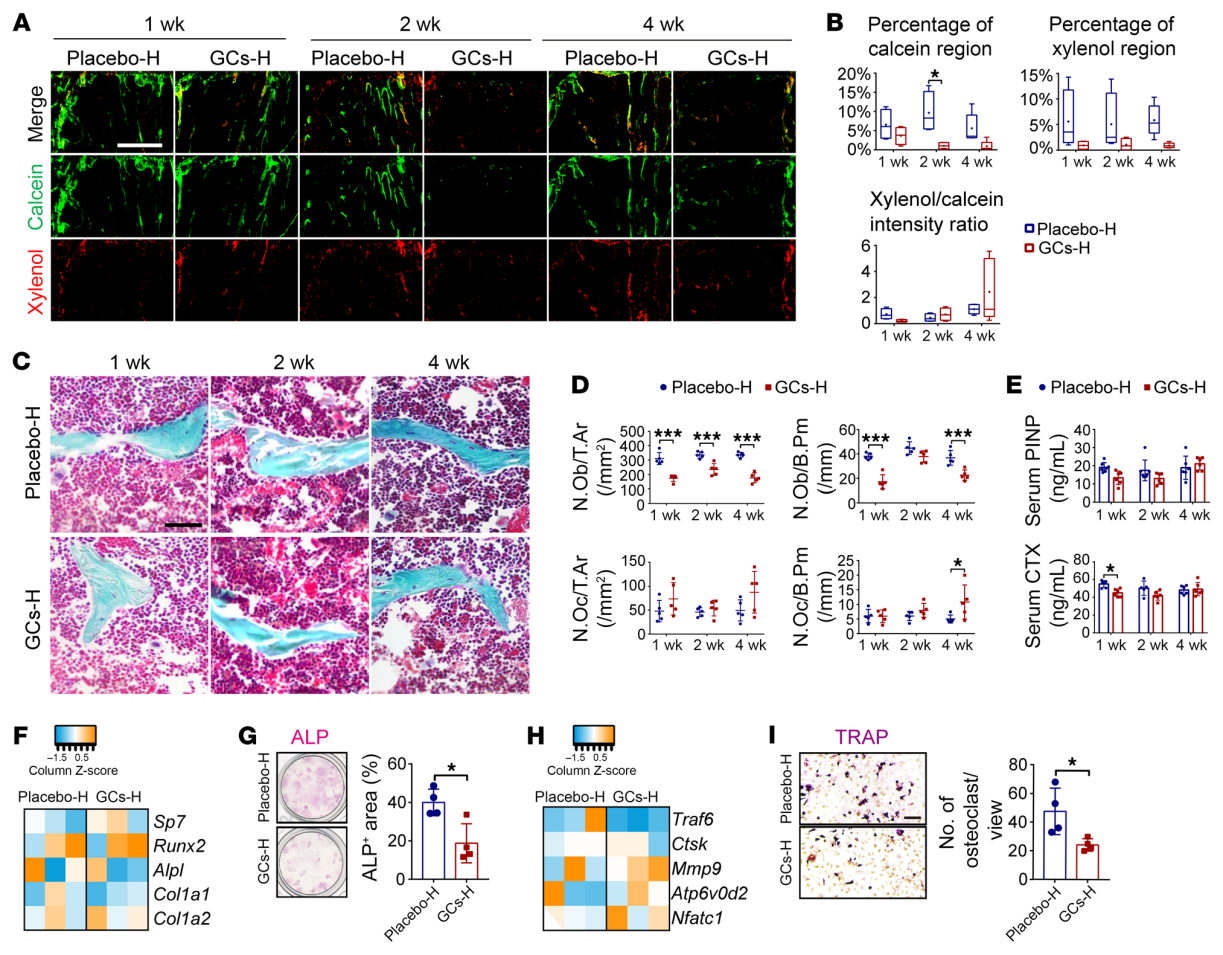
GC-induced bone loss coincides with reduced bone turnover. (**A** and **B**) Representative images of calcein/xylenol double labeling (**A**) and assessment of bone remodeling (**B**) (*n* = 4–5; scale bar: 500 μm). (**C** and **D**) Representative Goldner trichrome staining (**C**) (scale bar: 50 μm) and quantification of the number of osteoblasts per trabecular area (N.Ob/T.Ar), number of osteoblasts per bone perimeter (N.Ob/B.Pm), number of osteoclasts per trabecular area (N.Oc/T.Ar), and number of osteoclasts per trabecular area (N.Oc/B.Pm) (**D**) (*n* = 5). (**E**) Serum concentration of PINP and CTX1 in the circulation (*n* = 5–7 per time point). (**F** and **G**) Ex vivo osteogenic induction, transcription levels (**F**, at day 3, *n* = 3), and alkaline phosphatase (ALP) staining (**G**, at day 5, *n* = 4) of bone surface adherent cells. (**H** and **I**) Ex vivo osteoclastogenic induction, transcription levels (**H**, at day 3, *n* = 3), and TRAP staining (**I**, at day 5, *n* = 4) of bone surface cells (scale bar: 50 μm). Data are mean ± SD. *P < 0.05, ***P < 0.001 by 2-way ANOVA (**B**, **D**, and **E**) with Bonferroni’s post hoc test or 2-tailed Student’s *t* test (**G** and **I**).

**Figure 3:**
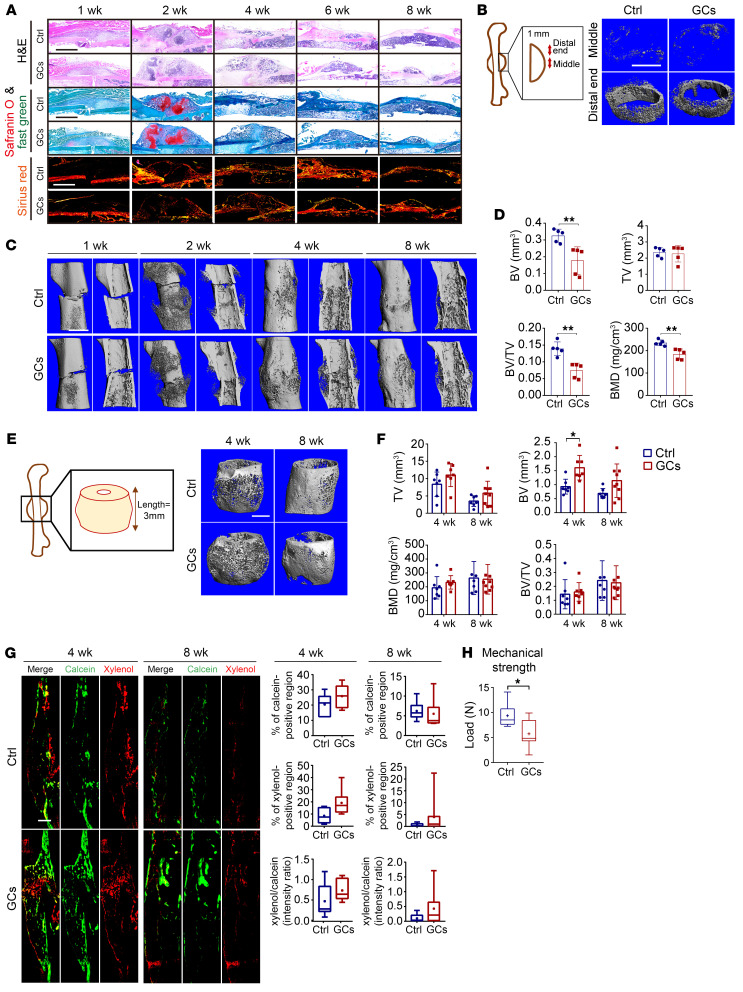
GCs inhibit callus formation and delay fracture healing. (**A**) Representative H&E, Safranin O and fast green, and sirius red staining of callus (scale bars: 1 mm). (**B**) Representative micro-CT images in callus (scale bar: 500 μm). (**C** and **D**) Representative micro-CT images (**C**) and quantification (**D**) of BV, total volume (TV), BV/TV, and BMD in distal end calluses (*n* = 5; scale bar: 500 μm) at week 2 post-fracture. (**E** and **F**) Representative micro-CT images (**E**) and quantification (**F**) of BV, TV, BV/TV, and BMD (*n* = 7–9 per time point; scale bar: 500 μm) in calluses of weeks 4 and 8 post-fracture. (**G**) Representative images of calcein/xylenol double labeling and assessment of bone remodeling (*n* = 6–8 per time point; scale bar: 200 μm). (**H**) Mechanical strength of femora at week 4 (*n* = 7). Data are mean ± SD. *P < 0.05, **P < 0.01 by 2-tailed Student’s *t* test (**D**, **G**, and **H**) or 2-way ANOVA (**F**) with Bonferroni’s post hoc test.

**Figure 4:**
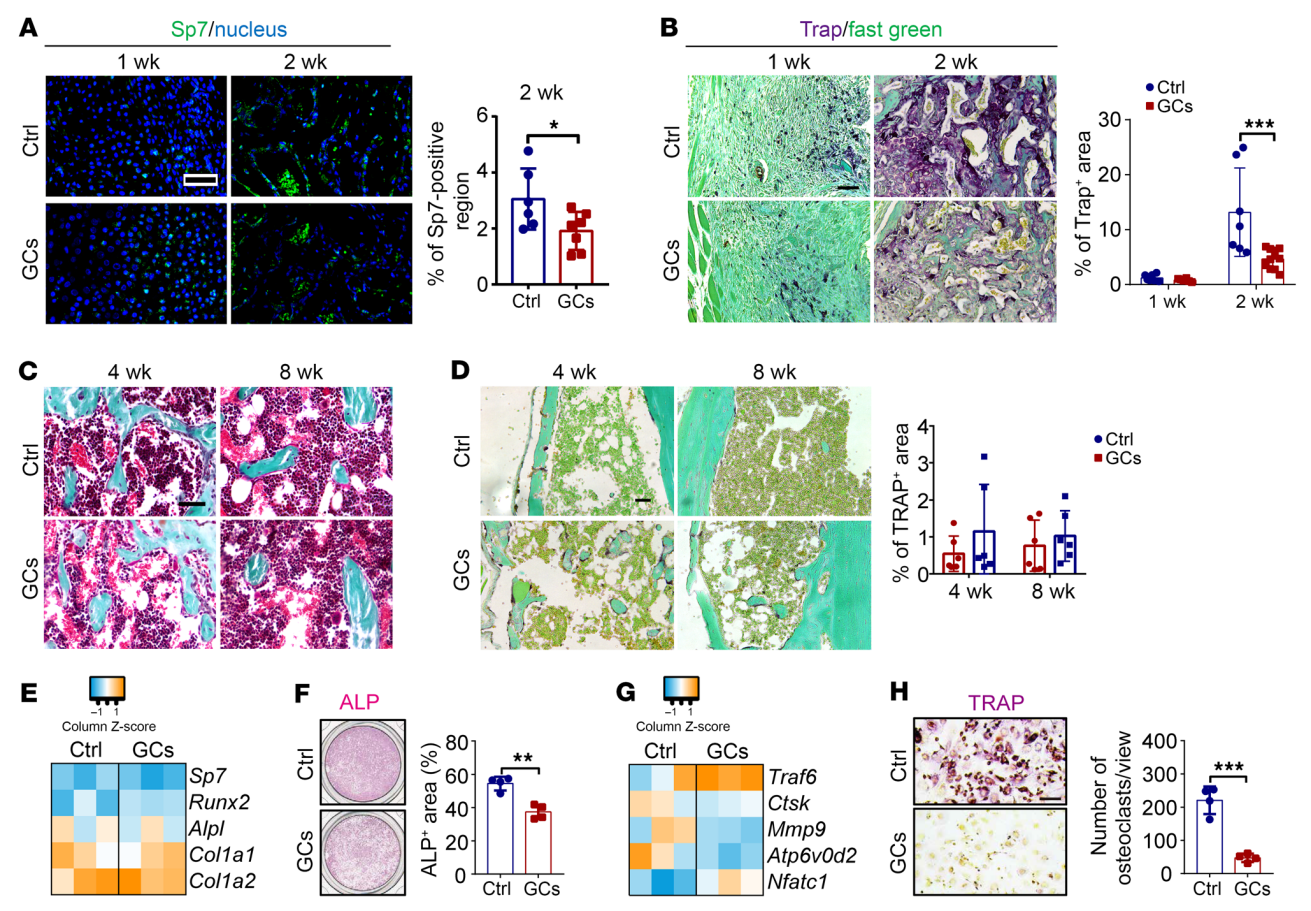
GCs impede bone formation and resorption during the rapid phase of callus formation. (**A**) Representative immunofluorescence images of Sp7 (scale bar: 50 μm) and quantification of positive region (*n* = 6–7). (**B**) Representative TRAP staining images (scale bar: 100 μm) and quantification of positive region (*n* = 6–12 per time point). (**C**) Representative Goldner trichrome from weeks 4 and 8 post-fracture calluses (scale bar: 50 μm). (**D**) TRAP staining from weeks 4 and 8 post-fracture calluses (scale bar: 50 μm) and quantification of positive region (*n* = 6 per time point). (**E** and **F**) Ex vivo osteogenic induction, transcription levels (**E**, at day 3, *n* = 3), and representative ALP staining images (**F**, at day 5, *n* = 4) of week 2 callus cells. (**G** and **H**) Ex vivo osteoclastogenic induction, transcription levels (**G**, at day 3, *n* = 3), and representative TRAP staining images (**H**, at day 5, *n* = 4) of week 2 callus cells (scale bar: 50 μm). Ctrl, placebo group; GCs, prednisolone-treated group. Data are mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001 by 2-tailed Student’s *t* test (**A**, **F**, and **H**) or 2-way ANOVA (**B** and **D**) with Bonferroni’s post hoc test.

**Figure 5:**
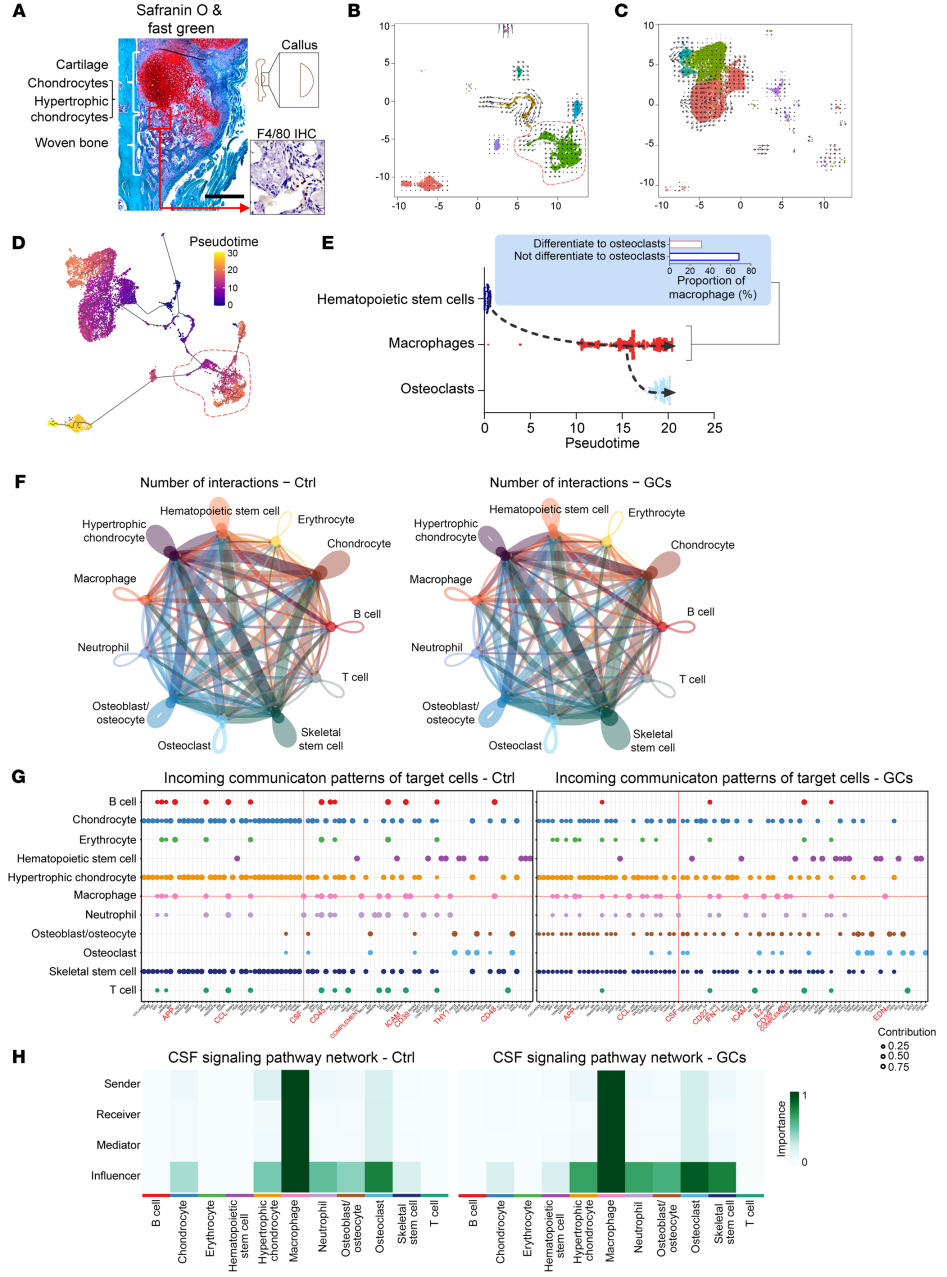
Intercellular communications of the macrophage-associated immune milieu within the callus. (**A**) Representative histological characterization of F4/80-positive macrophage pool within the callus (scale bar: 500 μm). (**B**–**H**) Single-cell RNA sequencing analysis of cell populations and communications. (**B** and **C**) RNA velocity field onto the *t*-distributed stochastic neighbor embedding plot of hematopoietic cells (**B**) and osteolineage (**C**). (**D**) Pseudotime ordering of hematopoietic and bone formatting cell lineages. (**E**) Pseudotime ordering of hematopoietic stem cells, macrophages, and osteoclasts. (**F**) Interaction patterns of callus cells (classified by numbers). (**G**) Incoming communication patterns of target cells. (**H**) CSF signaling pathway network of callus cells. Ctrl, placebo group; GCs, prednisolone-treated group.

**Figure 6:**
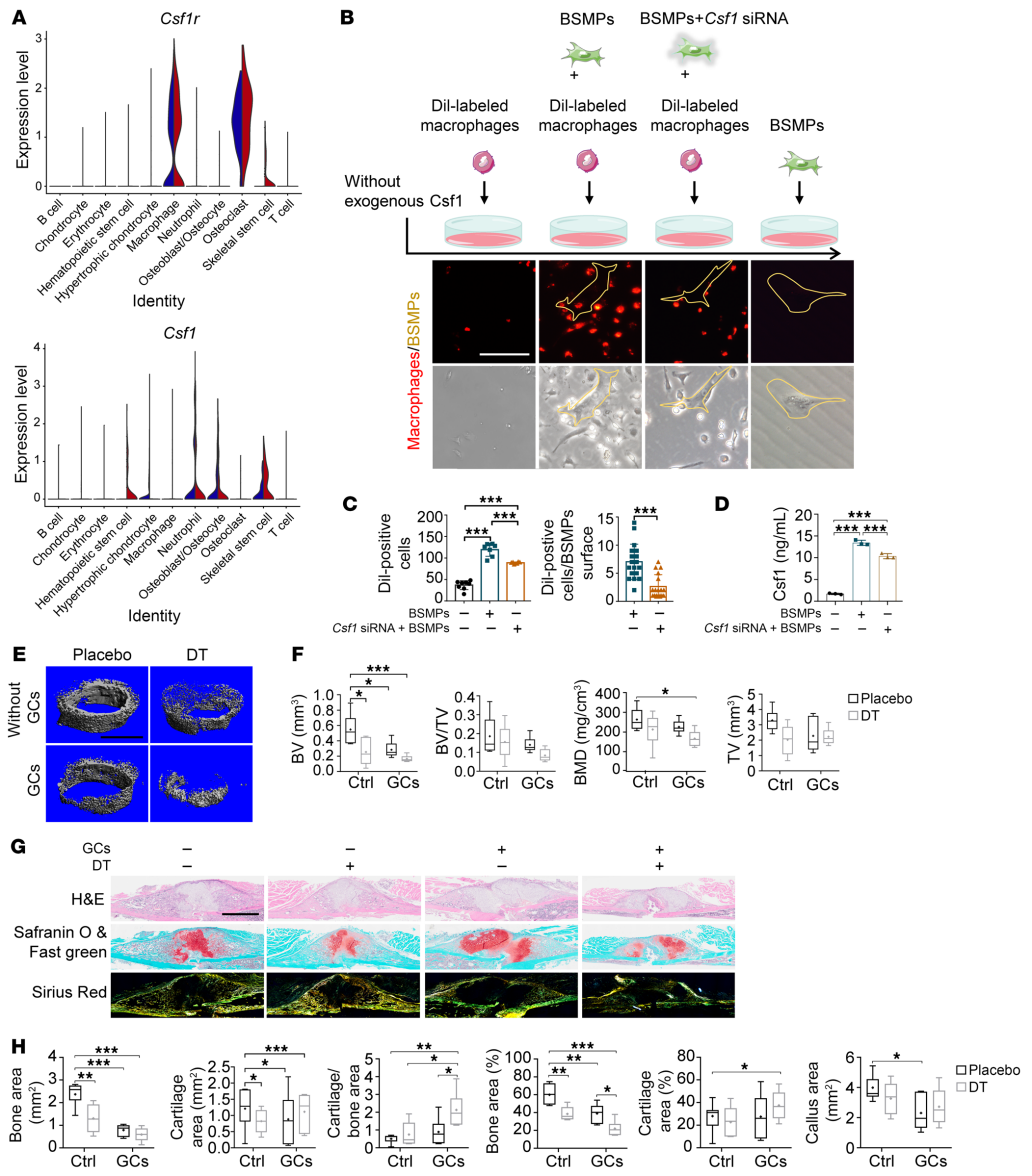
GCs alter the macrophage-associated immune milieu to affect bone formation. (**A**) Violin plots of normalized expression of *Csf1r* and *Csf1* in the callus. (**B** and **C**) Representative micrographs (**B**) and quantifications (**C**) of DiI-labeled macrophages (red) with the coculture of BSMPs or *Csf1* siRNA–transfected BSMPs (scale bar: 50 μm). (**D**) Supernatant concentration of Csf1 from BSMPs or *Csf1* siRNA–transfected BSMPs (*n* = 3). (**E** and **F**) Representative micro-CT images (**E**) and quantification (**F**) of BMD, BV/TV, and BV in the callus with or without macrophage depletion (*n* = 6; scale bar: 500 μm). DT, diphtheria toxin. (**G** and **H**) Representative H&E, Safranin O and fast green, and sirius red staining (**G**) and quantification (**H**) of week 2 calluses with or without macrophage depletion in CD11b-DTR mice (*n* = 5–7; scale bar: 1 mm). Data are mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001 by 2-tailed Student’s *t* test (**C**) or 1-way ANOVA (**C** and **D**) or 2-way ANOVA (**F** and **H**) with Bonferroni’s post hoc test.

**Figure 7:**
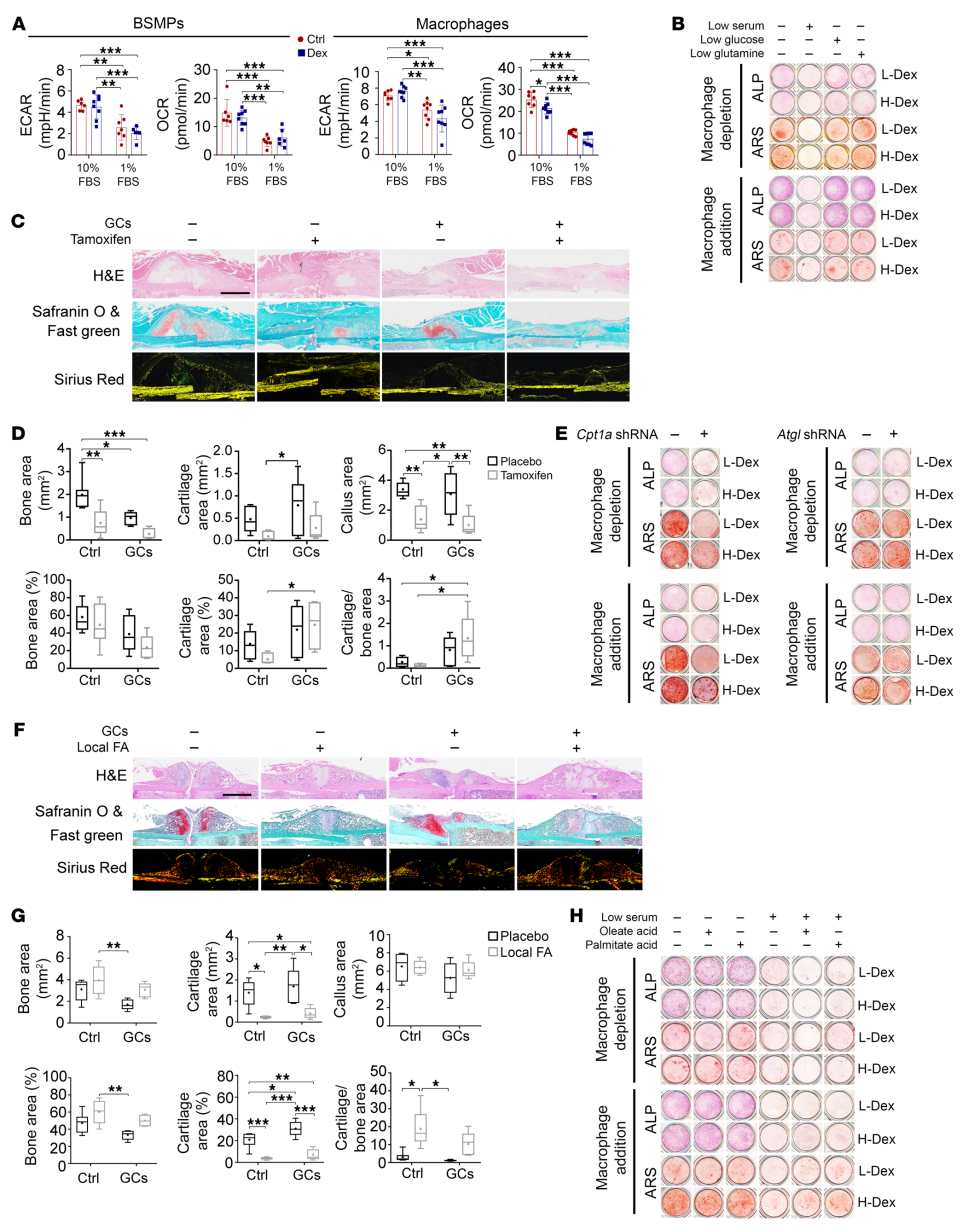
Reduced fatty acid metabolism inhibits bone formation. (**A**) Extracellular acidification rate (ECAR) and oxygen consumption rate (OCR) tracings from BSMPs and macrophages under normal-serum (10% FBS) or low-serum (1%) culture condition (*n* = 6–8). (**B**) Osteogenic differentiation of BSMPs (with or without macrophage addition) exposed to control or different nutritional stresses, assessed by ALP or ARS staining. (**C** and **D**) Representative H&E, Safranin O and fast green, and sirius red staining (**C**) and quantification (**D**) of week 2 calluses with or without depletion of Cpt1a (through tamoxifen) in *Ubc-Cre-ERT2 Cpt1a^fl/fl^* mice (*n* = 5–7; scale bar: 1 mm). (**E**) Representative ALP or ARS staining images of BSMPs (with or without macrophage addition) transfected with vehicle, *Cpt1a* shRNA, or *Atgl* shRNA during osteogenic differentiation. (**F** and **G**) Representative H&E, Safranin O and fast green, and sirius red staining (**F**) and quantification (**G**) of week 2 calluses with or without local injection of fatty acids (FA) in wild-type mice (*n* = 5–6; scale bar: 1 mm). (**H**) Representative ALP or ARS staining images of BSMPs (with or without addition of macrophages) exposed to normal-serum or low-serum condition, with or without the addition of fatty acids (oleate acid and palmitate acid) during osteogenic differentiation. Data are mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001 by 2-way ANOVA (**A**, **D**, and **G**) with Bonferroni’s post hoc test.

**Figure 8:**
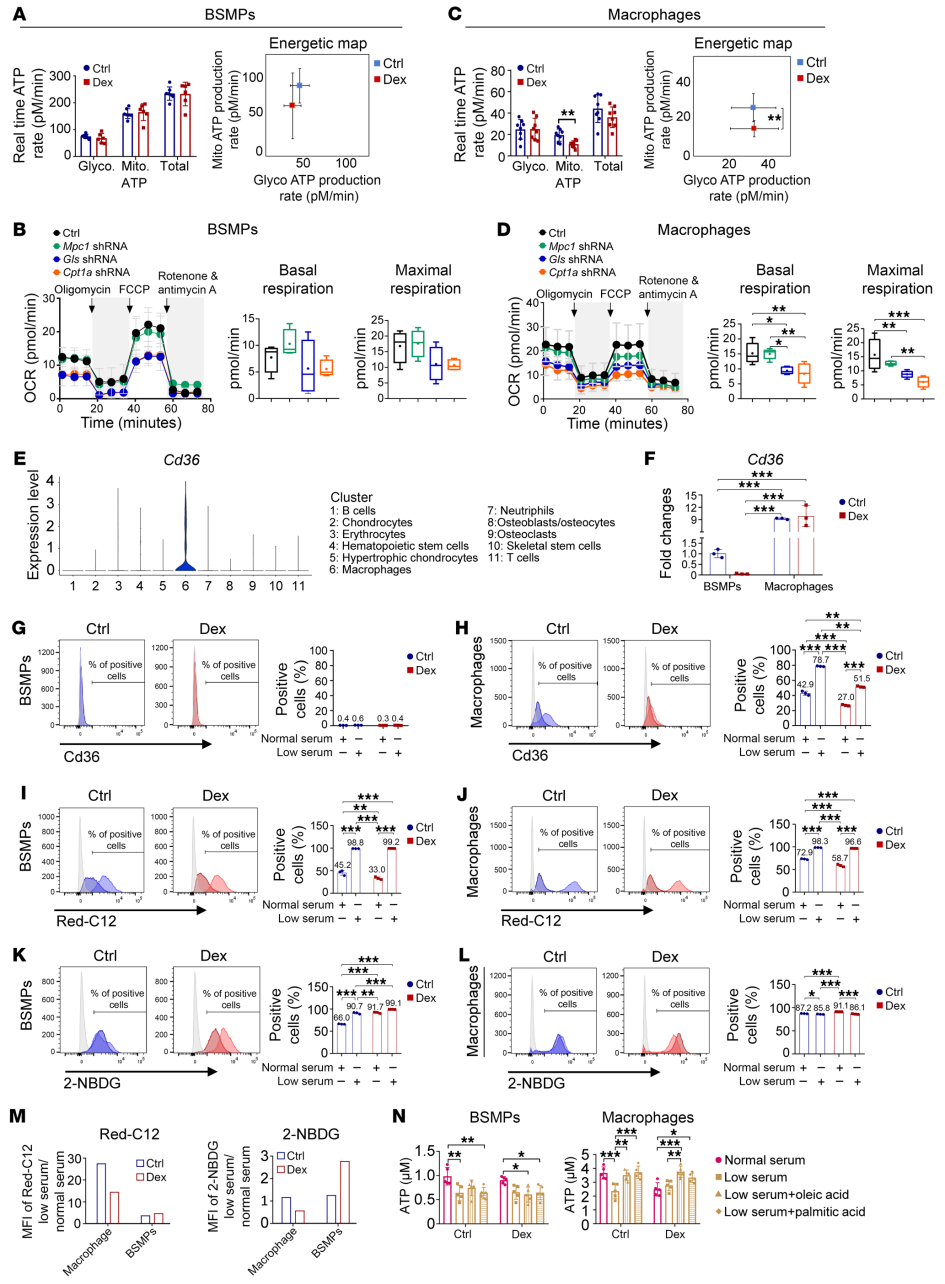
Macrophages uptake fatty acid more rapidly than bone-forming cells. (**A** and **C**) Real-time ATP production assays of BSMPs (**A**) and macrophages (**C**) with or without Dex exposure (*n* = 6–8). (**B** and **D**) Cellular substrate oxidation measurement in BSMPs (**B**) and macrophages (**D**) transfected with vehicle (Ctrl), *Mpc1* shRNA, *Gls* shRNA, or *Cpt1a* shRNA (*n* = 4–6). (**E**) Violin plots of normalized expression of *Cd36*. (**F**) Gene expression of *Cd36* on BSMPs and macrophages in culture (*n* = 3). (**G** and **H**) Flow cytometry assessment of Cd36 expression on BSMPs (**G**) and macrophages (**H**) treated under the culture of different serum conditions (*n* = 3). (**I** and **J**) Flow cytometry assessment of fatty acid (Red C12) uptake by BSMPs (**I**) (*n* = 3) and macrophages (**J**) (*n* = 3). (**K** and **L**) Flow cytometry assessment of glucose (2-NBDG) uptake by BSMPs (**K**) and macrophages (**L**) (*n* = 3). (**M**) Uptake patterns of glucose and fatty acids by BSMPs and macrophages in normal- and low-serum conditions, quantified by flow cytometry. (**N**) Intracellular ATP in BSMPs and macrophages, exposed to normal-serum or low-serum condition, with or without the addition of fatty acids (oleate acid and palmitate acid) (*n* = 5). Dex, 10^–6^ M dexamethasone. Data are mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001 by 1-way ANOVA (**B** and **D**) or 2-way ANOVA (**A**, **C**, **E**, **F**, **H**–**L**, and **N**) with Bonferroni’s post hoc test.

**Figure 9:**
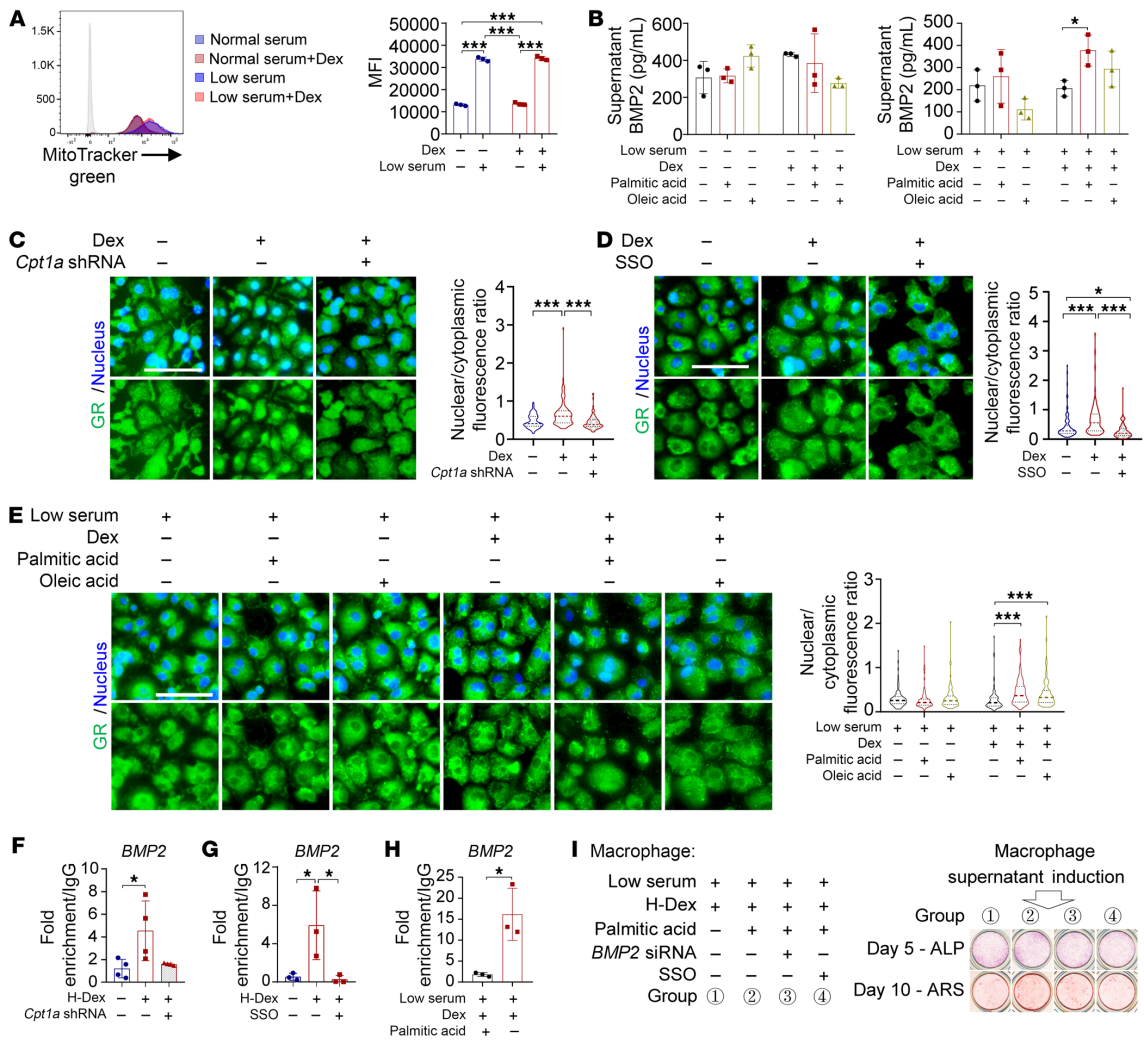
Fatty acids fuel macrophages to promote osteogenesis. (**A**) Mitochondrial content in macrophages under different culture conditions, as measured by MitoTracker Green (Thermo Fisher Scientific) (*n* = 3). (**B**) BMP2 production from macrophages exposed to palmitic acid and/or oleic acid (*n* = 3). (**C**–**E**) Representative images of macrophages stained for GR and quantification of nuclear localization (*n* = 100; scale bars: 50 μm). (**C**) Cells were transfected with vehicle or *Cpt1a* shRNA (*n* = 100). (**D**) Cells were treated with SSO (*n* = 100). (**E**) Cells were treated with palmitic acid and/or oleic acid (*n* = 100). (**F**–**H**) Occupancy of GR at the *BMP2* promoter of macrophages exposed to different culture conditions. (**F**) Cells were transfected with *Cpt1a* shRNA (*n* = 4). (**G**) Cells were treated with SSO (*n* = 3). (**H**) Cells were treated with palmitic acid and/or oleic acid (*n* = 3). (**I**) ALP (at day 5) and ARS (at day 10) staining of BSMPs cultured with supernatants from low serum– and H-Dex–pretreated macrophages with the addition of palmitic acid, SSO, and/or *BMP2* siRNA. Low serum, 1% FBS culture condition; Dex, 10^–6^ M dexamethasone. Data are mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001 by 2-way ANOVA (**A**, **B**, and **E**), 1-way ANOVA (**C**, **D**, **F**, and **G**) with Bonferroni’s post hoc test, or 2-tailed Student’s *t* test (**H**).

**Figure 10:**
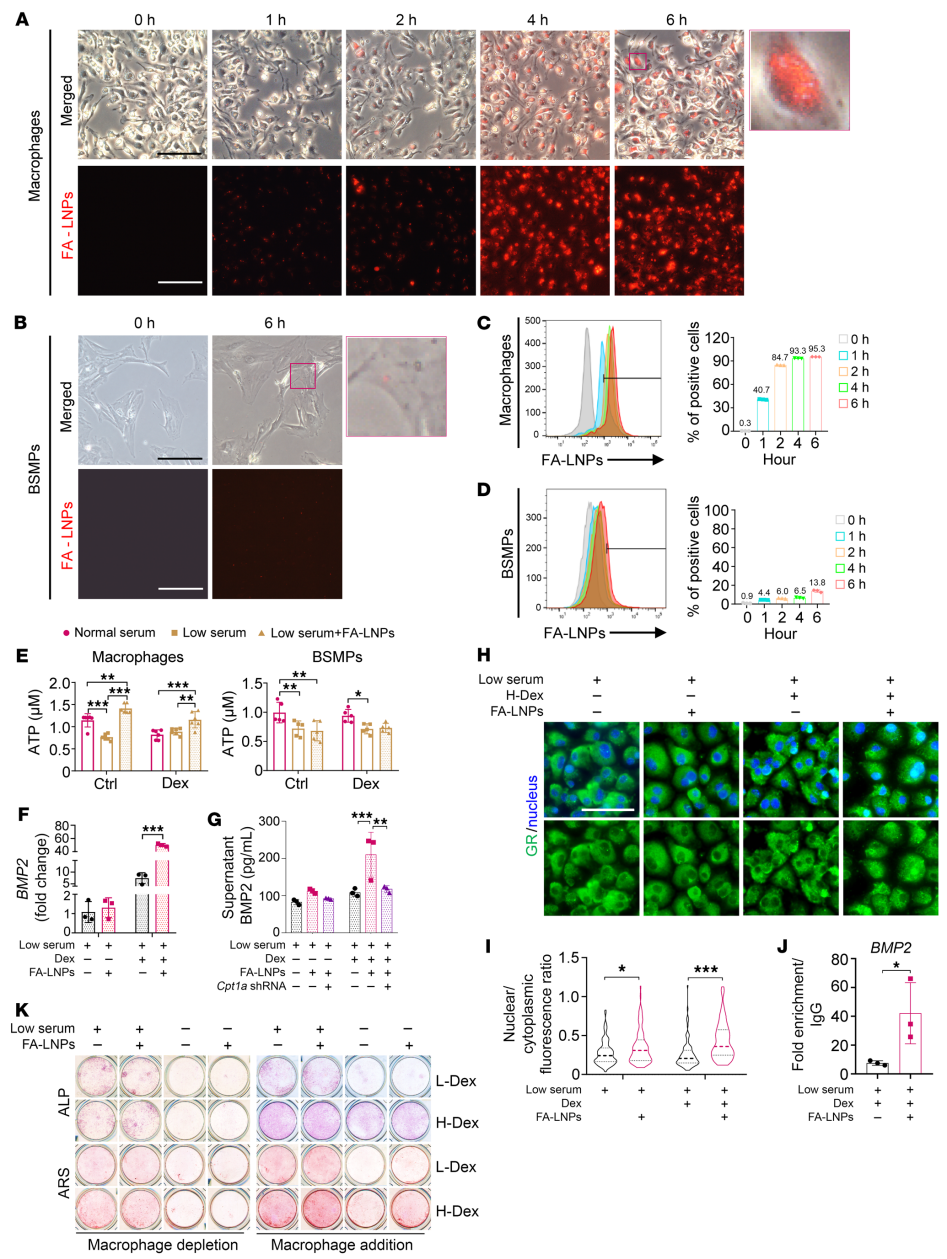
The fabricated fatty acid–containing nanoparticles reprogram macrophage metabolism. (**A** and **B**) Representative microscopy of FA-LNP (red) uptake by macrophages (**A**) or BSMPs (**B**) at specific time points (scale bars: 100 μm). (**C** and **D**) Flow cytometry quantification of FA-LNP uptake by macrophages (**C**) or BSMPs (**D**) (*n* = 3). (**E**) Intracellular ATP in macrophages and BSMPs, exposed to normal-serum or low-serum condition, with or without the addition of FA-LNPs (*n* = 5–6). (**F**) Under low-serum condition (1% FBS), transcription levels of *BMP2* in macrophages exposed to Dex and/or FA-LNPs (*n* = 3). (**G**) Under low-serum condition (1% FBS), BMP2 production from macrophages exposed to Dex and/or FA-LNPs (*n* = 3) with transfection of vehicle or *Cpt1a* shRNA. (**H** and **I**) Representative microscopy of macrophages (after exposure to different serum conditions, Dex, and/or FA-LNPs) stained for GR (**H**) and quantification of nuclear localization (**I**) (*n* = 100). Scale bar: 50 μm. (**J**) Occupancy of GR at the *BMP2* promoter of macrophages (after exposure to low-serum conditions, H-Dex, and/or FA-LNPs) (*n* = 3). (**K**) Osteogenic differentiation of BSMPs (with or without addition of macrophages) exposed to normal-serum or low-serum condition, with or without the addition of FA-LNPs, assessed by ALP or ARS staining. Dex, 10^–6^ M dexamethasone. *P < 0.05, **P < 0.01, ***P < 0.001 by 2-way ANOVA (**E**–**G** and **I**) with Bonferroni’s post hoc test or 2-tailed Student’s *t* test (**J**).

**Figure 11:**
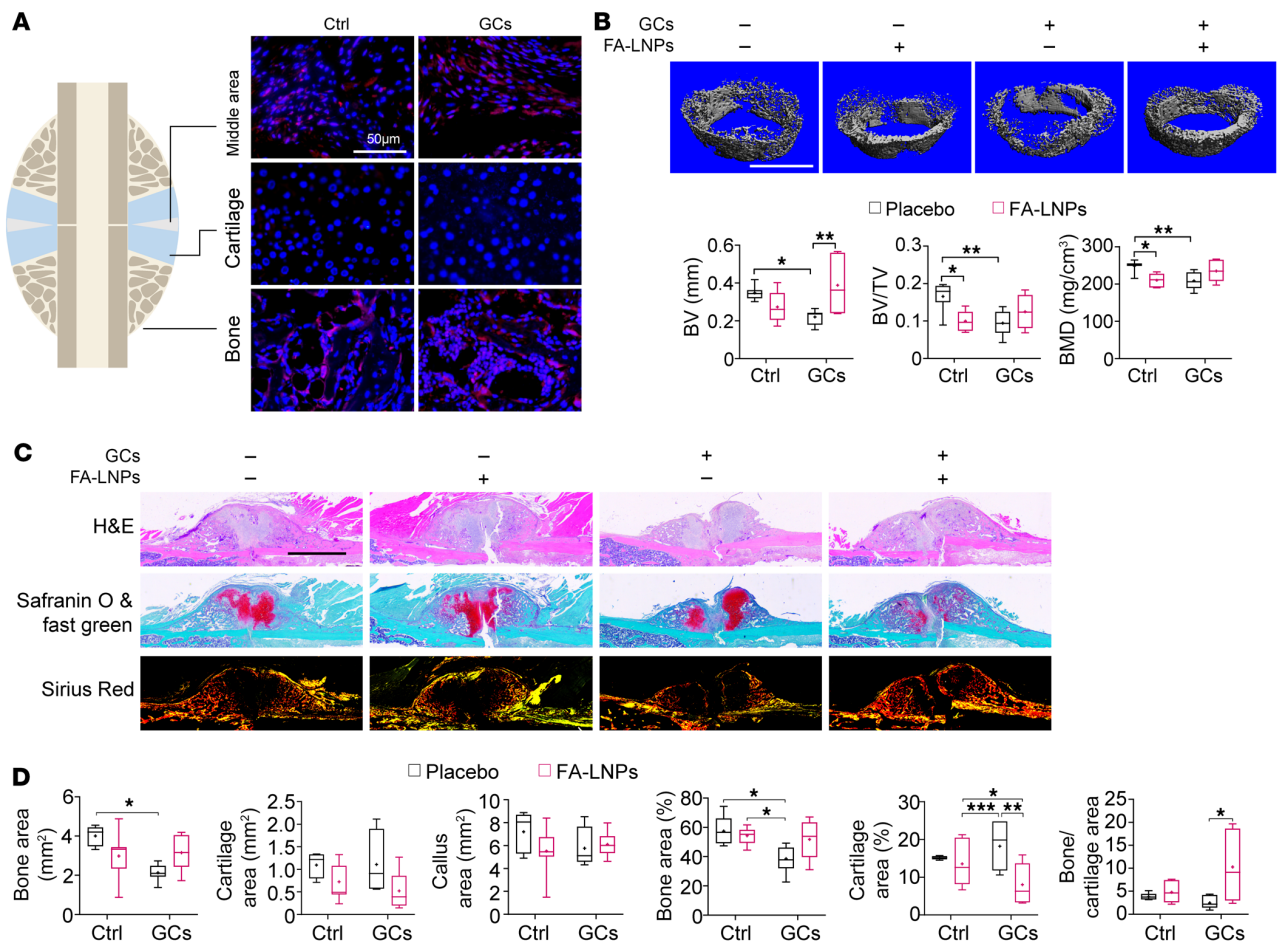
Macrophage-targeted metabolic reprogramming improves healing in the GC-associated fracture model. (**A**) Distribution of FA-LNPs (red) in week 2 callus revealed by red fluorescence (*n* = 5–8; scale bar: 50 μm). (**B**) Representative micro-CT images and quantification (distal ends) of BMD, BV/TV, and BV in the callus from mice treated with vehicle control (Ctrl) or 6.25 mg/kg/d of prednisolone (GCs) with or without FA-LNPs (*n* = 5–8; scale bar: 500 μm). (**C**) Representative H&E, Safranin O and fast green, and sirius red staining and quantification of callus at week 2 from mice with or without FA-LNPs (*n* = 5–8; scale bar: 1 mm). Data are mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001 by 2-way ANOVA (**B** and **C**) with Bonferroni’s post hoc test.

**Figure 12:**
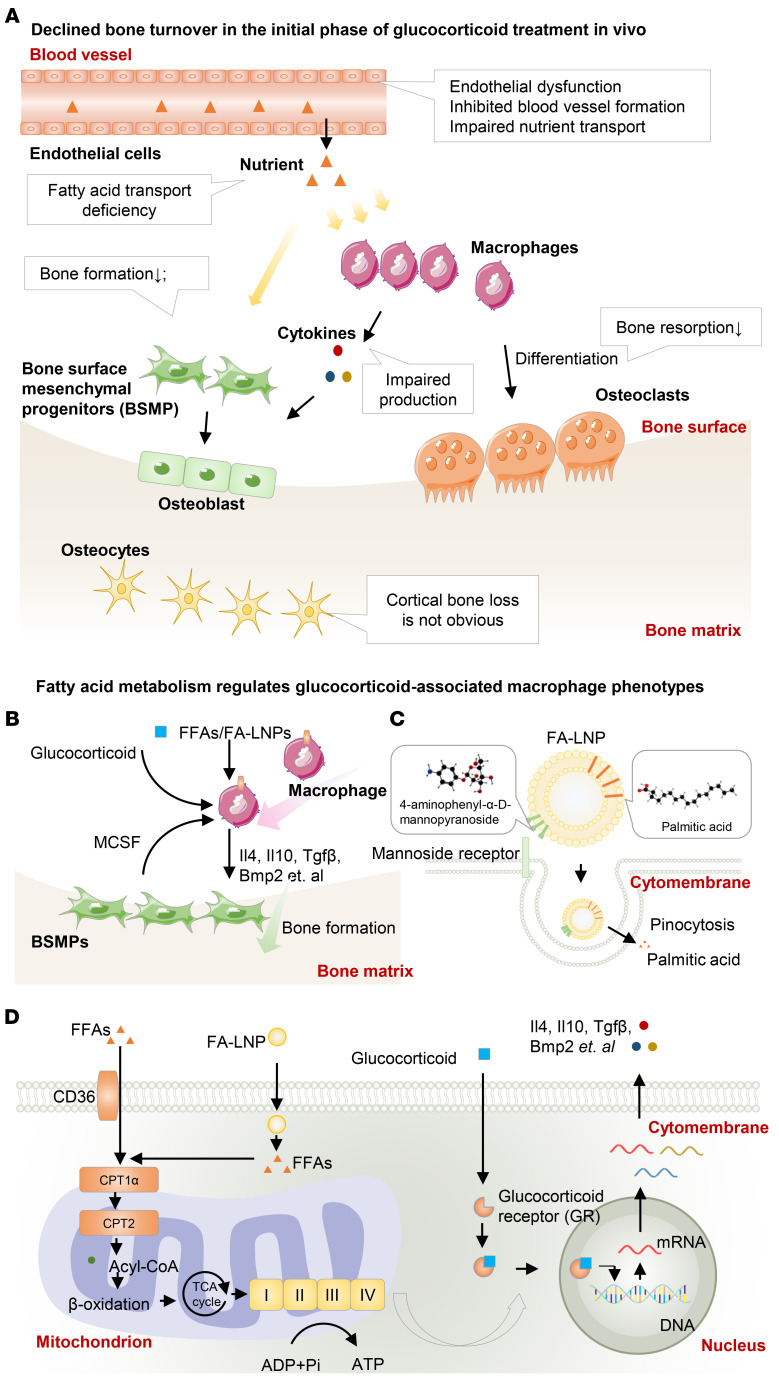
Schematic overview of the main findings. (**A**) Excess GC levels cause rapid bone loss and delayed fracture healing. The main feature is reduced bone turnover. Disruption of vascularization impairs fatty acid delivery, leading to a simultaneous decrease in bone formation and resorption, but with a net bone loss. (**B**) Bone formation–associated macrophages are more likely to take up exogenous fatty acids. Fatty acid oxidation regulates the secretory phenotypes of M2c macrophages and promotes osteogenesis. (**C**) We developed a macrophage-targeted fatty acid delivery system (FA-LNPs) to increase delivery efficiency while reducing the frequency of local injections. (**D**) After entering the cytoplasm of the macrophage, fatty acids participate in mitochondrial oxidative phosphorylation, which fuels GC receptors and drives them into the nucleus to regulate the production of cytokines.

How the deposited data were processed for this re-analysis (not part of the article)

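Single-cell RNA-Seq counts were analysed for 4 libraries, 1 each of callus and trabecular bone from control mice and from mice given GC. The authors made the matrices with Cell Ranger version 4, and each value is a count of UMIs for a gene and a barcode, without normalization. The matrices of 3 libraries list all 6794880 possible barcodes, of which 1480260 (control callus), 1305900 (control trabecular bone) and 1024129 (GC trabecular bone) hold a UMI. The GC callus matrix lists 7762 barcodes and was taken as already called. The authors' cell labels, clusters and normalized values are not in the files, and the paper's text gives no settings for the single-cell analysis. Its Supplemental Methods, which may state them, were not available.

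The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2, numba 0.67.0 and matplotlib 3.10.9. The UMI cutoff of a full matrix was 10% of the 99th percentile of the 3000 largest barcodes. It came to 7535 UMIs in control callus, 4791 in control trabecular bone and 4699 in GC trabecular bone. Barcodes under it with at least 500 UMIs were compared with the profile of the barcodes ranked 45001 to 90000 in a Monte Carlo multinomial test with 10000 simulations, at a Benjamini-Hochberg adjusted p of 0.01. In this way 7418, 4206 and 5574 barcodes were called in control callus, control trabecular bone and GC trabecular bone. Fewer than 200 genes removed 140 barcodes of control callus, 233 of GC callus, 198 of control trabecular bone and 710 of GC trabecular bone, most of whose UMIs were hemoglobin. More than 10% mitochondrial UMIs removed 158, 211, 51 and 77. Doublets were scored against simulated pairs of cells, and the highest scores were removed at 0.8% per 1000 cells, which is 406, 428, 125 and 183 cells. The Monte Carlo test alone was tried on simulated data. It took 0% of 900 empty droplets and 94% of 300 cells. The droplets were drawn from the profile it tests against, and the cells from barcodes with many UMIs, so its errors on real barcodes stay unknown. In the libraries it took 4420 of 4573 barcodes tested in control callus, 1562 of 1586 in control trabecular bone and 2459 of 2472 in GC trabecular bone.

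The libraries of a tissue were clustered together without batch correction, on 2000 variable genes, 30 principal components, 15 neighbors and Leiden resolution 1. A cluster of at least 60 cells that carried the markers of more than 1 class was divided again on 15 components at resolution 0.5. Clustering left out 91 genes, those of the Csf axis, Cd36, osteogenic, fatty acid oxidation, glycolysis, antiinflammatory, inflammatory, App, Ccl and Csf signal, glucocorticoid response and dissociation stress lists. Cartilage and osteoclast genes stayed in, since they also name the classes. Clusters were named from 155 markers of 20 classes by the fold of each marker over the median of the other clusters (at least 2-fold, in at least 10% of the cells, at least 3 markers). The marker lists were set before the data were examined, as were the gene lists, the ligand and receptor pairs, the filters and 26 alternative settings. The naming rule went through several versions after the clusters had been seen, and 7 more settings were added at that stage.

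Expression of a class is CPM over its summed UMIs with an exact Poisson interval, shares of cells have Clopper-Pearson intervals, and ratios have exact conditional intervals for a pair of Poisson counts, all at 95%. Log2 ratios of GC over control added 5 CPM and asked for at least 50 UMIs over both libraries. The median of a gene list was set against 10000 random lists matched for expression in 20 bins, and its interval came from 1000 redraws of the counts. On simulated counts with 7187 genes over the minimum, the median absolute error of the log2 ratio was 0.0729, and of 200 unchanged lists 8 fell under the percentile 5 and 11 over 95. A class needed at least 15 cells, in each library where libraries were compared. A class was compared between conditions where no cluster of it had more markers of another class than of its own among its 10 leading genes, which left out the neutrophils of trabecular bone.

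Genes are named by a rule: every gene of the lists, all 153 of which were found in the files, and the 5 highest and 5 lowest log2 ratios of a class among genes of at least 50 CPM in 1 of the libraries, given for callus neutrophils and trabecular macrophages. Genes of other kinds that the text names were chosen after their values were seen. Within a tissue, no replicate error can be given, and the design allows no test between conditions and no count of changed genes. RNA velocity was left out because the counts do not separate spliced from unspliced reads, and tests over ontology terms because no list of changed genes can be drawn. Alternatives covered cell calling, filters, doublets, clustering, class definitions, denominators, depth, ambient RNA, pseudocounts, minimum counts and scaling.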

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

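The patterns here were noticed in the data, and all tests of technical explanations in this part were chosen only after the result was seen. The list medians and their random lists were set before.

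In macrophages, 7 of 28 list genes compared in both tissues changed in opposite directions between GC and control, each with counting intervals that exclude no change, and 9 changed the same way. Opposite changes were thus not more common than shared ones. The 7 were picked out because the library pair of the callus moved against that of trabecular bone, and the difference between the tissues was not tested. The log2 ratios in callus and in trabecular bone were 0.21 and -0.39 for Csf1r, 0.56 and -0.60 for Cd36, -1.31 and 0.38 for Il1b, and -1.06 and 0.26 for Per1. They were 0.28 and -0.25 for Sgk1, -0.60 and 0.33 for Dusp1, and 0.39 and -0.26 for Nr3c1. The trabecular fall of Cd36 rests on few cells, 94 UMIs in 13 of 291 control macrophages and 59 in 21 of 314 GC ones. The share of cells with a UMI was thus higher in GC (6.69% against 4.47%), and lower after thinning (0.955% against 2.41%). Its counting interval, which takes UMIs as independent, may be too narrow. With the UMI cutoff alone, the callus ratio of Il1b came to -0.07 and that of Cd36 to 1.09, and thinned to 1000 UMIs that of Cd36 was 0.19. The scaling of the libraries as the only cause is argued against, since 4 of 7 genes had a higher ratio in the callus than in trabecular bone and 3 a lower one, and a factor shifts all genes of a library alike. Whether scaling turned the sign of single genes stays open. All 7 of 7 stayed opposite under the trimmed mean of M-values, but it moved the callus ratios by only 0.0221 at the median, too little to decide. Ambient RNA in the callus macrophages is argued against for Csf1r, Cd36, Il1b, Sgk1 and Dusp1, since 5 of 5 were over 5 times as high there as in B cells of the same library (lower ratios 5.45 to 73.7). In trabecular bone it was not tested and stays open, and there Cd36 was at 11.0 CPM in GC macrophages and 40.1 in the 16 GC B cells (2 UMIs). For Per1 and Nr3c1, 0 of 2 genes passed that mark (0.450 to 1.09), so a change in the cell and ambient RNA in the callus cannot be told apart, because B cells held as much of them or nearly so. For Il1b in callus, handling of the cells before lysis cannot be told apart from GC, since dissociation stress genes were lower in the same library, by -0.78 in macrophages (-0.89 to -0.66) and below 0 in 11 of 12 classes. The trabecular class consists of monocyte clusters, while 372 of the 1363 callus cells lay in macrophage clusters, and whether that mix gives the contrast was not tested. Swapped labels in the callus, which the last part leaves open, would turn every callus sign and were not tested for these genes. The paper describes injection for the fracture model and the labels a pellet for all libraries, so a different route of dosing may also remain. A different response to GC in the 2 tissues may remain too, as an untested hypothesis.

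Csf1 was 10.0-fold higher in neutrophils than in skeletal stem cells of the callus and 0.297-fold in trabecular bone, and 0.277-fold in osteolineage over hematopoietic cells of the callus and 4.87-fold in trabecular bone. By library, these trabecular ratios were 0.144 and 9.25 in control, and 0.498 and 3.08 in GC. In control and GC libraries alike the tissues went opposite ways, which picked both out, and the difference was not tested. The trabecular neutrophil class includes clusters 1, 4 and 7, without neutrophil markers among their 10 leading genes. Clusters 0, 2, 3, 5 and 9 have them. In clusters 2, 5 and 9, Csf1 lay between 2.94 and 8.36 CPM in either library. They held only 40, 12 and 29 of the class's 391 Csf1 UMIs in control, and 3, 9 and 14 of 600 in GC. Cluster 1 held 62 and 11. Csf1 was not measured in clusters 0, 3, 4 and 7 singly. In control they held 0, 12, 1 and 426 cells, so nearly all cells that could hold the rest were in cluster 7. In GC they held 1231, 675, 588 and 6 cells, and which of them held the rest stays open. Ambient RNA is argued against, because callus neutrophils held 75.4 times the Csf1 CPM of callus B cells (44.0 to 142). Low UMI totals of callus neutrophils may be a candidate explanation, since per cell they held 0.989 times the Csf1 UMIs of skeletal stem cells (0.832 to 1.18). Within the callus, the clusters of few UMIs per cell, 0 and 3, stood at 438 and 459 CPM in control and 847 and 894 in GC, and cluster 11, with more UMIs, at 18.9 and 116 CPM. Loss of other transcripts from these cells and a state of callus neutrophils that makes Csf1 both stay open as untested.

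Cd36 was 452-fold higher in macrophages than in bone-forming cells of the callus and 0.0456-fold in trabecular bone, opposite ways in every library pair, which picked it out. The difference was not tested. Endothelial or pericyte cells within the trabecular cluster of skeletal stem cells could explain the bone-forming side, since 98.5% of its Cd36 UMIs belonged to a group of 11 cells with at least 3 markers of those types. Without these 11, the bone-forming cells held 5.32 CPM (0.645 to 19.2), an interval that includes the level of the macrophages, so which of them is higher stays open. This leaves open why trabecular macrophages, all from monocyte clusters, held 15.0 CPM against 407 in the callus.

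B cells were 8.12% of control and 0.348% of GC cells of trabecular bone, a difference the paper's text does not report (its supplement was not available) and larger than counting error, which picked it out. Loss by the cell filters or by naming is argued against, since 6 B cell genes over all barcodes stood at 0.0512 times their control level in GC (0.0482 to 0.0544). The immunoglobulin genes Ighm (276 CPM in control and 244 in GC) and Iglc2 (49.4 and 21.6), which plasma cells may express too, were left out of the 6, and in the cells kept the sum of all 8 went from 824 to 337 CPM. Dilution by a class that rose is argued against, since 0 of 10 other classes fell by as much (their shares changed 0.156- to 2.76-fold, that of B cells 0.0428-fold). With 1 library per condition, an effect of GC on B cells and a difference between the mice or the way the marrow was taken both may remain, untested.

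Glucocorticoid response genes had a list median of 0.41 (log2 GC over control, 0.32 to 0.64) in trabecular macrophages, at percentile 100 of the random lists, with 10 of 11 genes higher in GC. It was picked out as a signal in genes the paper does not discuss. Swapped labels are argued against in this tissue, since 7 of 8 classes had a median above 0, and B cells (-0.38, -2.80 to 0.72) did not. The 16 GC B cells all lay in cluster 18, which held 58 of the 311 control B cells, so that median compares different clusters. Handling is argued against as the whole cause, since dissociation stress genes moved the other way, by -0.19 in macrophages (-0.24 to -0.12). That GC raises these genes is a hypothesis from a single library pair and may be revised by replicates.

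The mitochondrial gene mt-Atp8 (ENSMUSG00000064356, chrM:7,766-7,969, plus strand) was higher in GC in all 14 callus classes compared, with a median log2 ratio of 2.22, and -0.87 in trabecular bone. It was picked out as a signal outside the genes the paper discusses. AY036118 (1.54), Slc38a2 (1.39), mt-Nd4l (1.33) and Gm26917 (1.21), named after their values were seen, were also higher in all 14. An effect of GC on cells of both tissues is argued against, since in trabecular bone mt-Atp8 was lower over 8 classes, at a median of -0.87 (-0.998 to -0.687). How the callus libraries were made or counted and an effect of GC in the callus alone cannot be told apart, because the lowest shift was 1.90 and the highest 3.51 over classes of very different kinds and each condition has 1 library.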

How the results depend on the processing

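The settings added after the data had been seen, and so chosen only after the results, are the minimum of 500 or 1000 genes or none, the fold against the mean, no second split, the lineages as the denominator and the control library alone. In all, 58 results under 26 settings named beforehand and 7 added ones gave 1109 values, of which 833 stayed within counting error or, for a count, within 1.5 times, 273 moved further and 3 reversed. Values that moved or reversed are given by setting, single genes apart. The cause of each move was not tested. Counting intervals of the abundant collagen genes are narrow, so the osteogenic median moved under 20 of 24 settings while it stayed above 0 in all of them.

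In the lists, each value is followed by its result in brackets. Csf1r/others is Csf1r in callus macrophages over cells other than macrophages and osteoclasts, Csf1r/osteoclasts is macrophages over osteoclasts, and Cd36/others is Cd36 in callus macrophages over all other cells. Csf1 stem/others is Csf1 in callus skeletal stem cells over all other cells, and Csf1 neutrophil/stem is neutrophils over skeletal stem cells. Oxidation stands for the summed fatty acid oxidation genes of a callus class over all other cells. Cartilage, antiinflammatory, response (glucocorticoid response, in macrophages) and osteogenic (in callus bone-forming cells) are list medians of the log2 ratio of GC over control. Osteoclast genes is the share of callus macrophages with at least 2 of them, control B cell and GC B cell are shares of trabecular bone, pairs are ligand and receptor pairs, and classes are callus classes that reach the minimum share of cells. Shared top genes counts, of the 5 highest and 5 lowest ratios in callus macrophages, those also there under the setting.

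As reported, shares of cells were 0.735% (trabecular osteolineage), 67.0% (trabecular neutrophil), 7.17% (trabecular macrophage), 98.9% (trabecular hematopoietic), 43.1% (callus osteolineage), 22.7% (callus neutrophil), 10.0% (callus macrophage), 50.8% (callus hematopoietic), 8.12% (control B cell), 0.348% (GC B cell) and 1.20% (osteoclast genes). Log2 values were 5.58 (Csf1r/others), -0.32 (Csf1r/osteoclasts), 0.19 (Csf1 stem/others), 3.32 (Csf1 neutrophil/stem), 6.12 (Cd36/others), -0.0369 (oxidation macrophage), 0.22 (oxidation bone-forming), -1.09 (cartilage macrophage), -0.87 (cartilage neutrophil), 0.0239 (antiinflammatory), 0.17 (callus response), 0.41 (trabecular response), 0.21 (osteogenic), 5.73 (Csf1r/others in control) and 0.77 (Csf1 in callus neutrophils). Counts were 32 (callus clusters), 10 (osteolineage clusters), 16 (hematopoietic clusters), 10 (shared top genes), 22 (macrophage-stem pairs), 24 (macrophage-osteoclast pairs), 20 (osteoclast-stem pairs), 2 (classes with Csf1) and 2 (classes with Csf1r).

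With macrophages counted without monocytes, shares were 0% (trabecular macrophage) and 2.73% (callus macrophage). With erythroid cells left out of the denominator, shares were 75.0% (trabecular neutrophil) and 8.02% (trabecular macrophage). With a mean over cells, log2 values were 3.84 (Csf1r/others), -0.20 (Csf1r/osteoclasts), -1.43 (Csf1 stem/others), 4.55 (Cd36/others), 0.33 (oxidation bone-forming), 0.65 (trabecular response) and 0.19 (osteogenic). With cells thinned to 1000 UMIs, log2 values were 4.08 (Csf1r/others), 0.0937 (Csf1r/osteoclasts, reversed), -0.77 (Csf1 stem/others), 2.86 (Csf1 neutrophil/stem), 4.85 (Cd36/others), -0.10 (oxidation macrophage), 0.40 (antiinflammatory), 0.30 (trabecular response) and 0.28 (osteogenic). The count was 6 (shared top genes). With at least 1 osteoclast gene, the share was 18.1% (osteoclast genes). With at least 3 osteoclast genes, the share was 0% (osteoclast genes). At 5% of cells, counts were 34 (macrophage-stem pairs), 5 (classes with Csf1) and 4 (classes with Csf1r). At 20% of cells, counts were 14 (macrophage-stem pairs), 10 (macrophage-osteoclast pairs) and 8 (osteoclast-stem pairs). With a pseudocount of 1 CPM, the log2 value was -1.20 (cartilage macrophage). With a pseudocount of 20 CPM, log2 values were -0.80 (cartilage macrophage), -0.76 (cartilage neutrophil) and 0.31 (trabecular response). With at least 10 UMIs per gene, the log2 value was -0.97 (cartilage macrophage). Under the trimmed mean of M-values, the log2 value was 0.23 (osteogenic).

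With the UMI cutoff alone, shares were 62.1% (trabecular neutrophil), 9.55% (trabecular macrophage), 99.4% (trabecular hematopoietic), 58.0% (callus osteolineage), 14.2% (callus neutrophil), 7.32% (callus macrophage), 37.5% (callus hematopoietic), 3.55% (control B cell) and 0.0696% (GC B cell). Log2 values were 5.80 (Csf1r/others), 0.96 (Csf1 stem/others), 6.45 (Cd36/others), 0.15 (oxidation bone-forming), -0.96 (cartilage macrophage), 0.52 (antiinflammatory), 0.32 (callus response) and 0.11 (osteogenic). The count was 1 (shared top genes). With all barcodes of 500 UMIs, the share was 99.3% (trabecular hematopoietic). The log2 value was 0.24 (osteogenic). With a minimum of 1000 UMIs, shares were 45.6% (callus osteolineage), 19.3% (callus neutrophil) and 10.5% (callus macrophage). Log2 values were 0.15 (oxidation bone-forming) and 0.00630 (osteogenic). With at most 5% mitochondrial UMIs, shares were 0.550% (trabecular osteolineage), 70.2% (trabecular neutrophil), 99.1% (trabecular hematopoietic), 45.4% (callus osteolineage), 23.5% (callus neutrophil), 48.8% (callus hematopoietic) and 5.52% (control B cell). Log2 values were 0.12 (Csf1r/osteoclasts, reversed), 0.83 (Csf1 stem/others), 2.73 (Csf1 neutrophil/stem) and 0.14 (osteogenic). With at most 20% mitochondrial UMIs, the share was 41.8% (callus osteolineage). Log2 values were 0.73 (Csf1 stem/others), 2.80 (Csf1 neutrophil/stem) and 0.0123 (osteogenic). With no doublets removed, shares were 5.89% (trabecular macrophage), 96.3% (trabecular hematopoietic), 46.4% (callus osteolineage), 21.9% (callus neutrophil) and 51.7% (callus hematopoietic). Log2 values were 5.31 (Csf1r/others), 0.64 (Csf1 stem/others), 2.83 (Csf1 neutrophil/stem), 5.92 (Cd36/others), -0.98 (cartilage macrophage) and 0.14 (osteogenic). The count was 17 (osteolineage clusters). With the doublets removed at 1.6% per 1000 cells, shares were 0.505% (trabecular osteolineage), 68.4% (trabecular neutrophil), 99.2% (trabecular hematopoietic), 39.5% (callus osteolineage), 23.8% (callus neutrophil) and 51.7% (callus hematopoietic). Log2 values were -0.15 (oxidation macrophage), -0.0802 (antiinflammatory) and 0.12 (osteogenic). The count was 1 (classes with Csf1).

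At resolution 0.5, shares were 99.3% (trabecular hematopoietic) and 45.9% (callus osteolineage). Log2 values were 0.72 (Csf1 stem/others), 2.81 (Csf1 neutrophil/stem) and 0.11 (osteogenic). At resolution 2, the share was 6.54% (trabecular macrophage). Log2 values were 0.71 (Csf1 stem/others), 2.82 (Csf1 neutrophil/stem) and 0.17 (osteogenic). With 50 principal components, log2 values were 0.79 (Csf1 stem/others), 2.75 (Csf1 neutrophil/stem) and 0.10 (osteogenic). With all genes used in the clustering, the share was 44.3% (callus osteolineage). Log2 values were 0.68 (Csf1 stem/others), 2.85 (Csf1 neutrophil/stem) and 0.15 (osteogenic). With each library clustered alone, shares were 0.450% (trabecular osteolineage), 97.6% (trabecular hematopoietic), 52.9% (callus hematopoietic) and 0% (GC B cell). Log2 values were 0.52 (Csf1 stem/others), 3.00 (Csf1 neutrophil/stem), 0.28 (trabecular response) and 0.0952 (osteogenic). Counts were 52 (callus clusters), 18 (osteolineage clusters), 29 (hematopoietic clusters) and 1 (classes with Csf1).

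The added settings follow. Over osteolineage and hematopoietic cells alone, shares were 99.3% (trabecular hematopoietic), 45.9% (callus osteolineage), 24.2% (callus neutrophil), 10.7% (callus macrophage) and 54.1% (callus hematopoietic). With ambient RNA subtracted in the control library, the log2 value was 5.94 (Csf1r/others in control). With a fold against the mean of the other clusters, shares were 99.3% (trabecular hematopoietic), 44.1% (callus osteolineage), 2.29% (callus neutrophil) and 30.4% (callus hematopoietic). Log2 values were -0.21 (Csf1 stem/others), 0.95 (Csf1 neutrophil/stem), 0.15 (oxidation bone-forming), -1.23 (cartilage neutrophil) and 0.0985 (osteogenic). The count was 0 (classes with Csf1). Without the second split, shares were 8.29% (trabecular macrophage), 97.8% (trabecular hematopoietic) and 44.1% (callus osteolineage). Log2 values were -0.18 (Csf1 stem/others), 3.68 (Csf1 neutrophil/stem), 0.0939 (oxidation bone-forming), 0.28 (trabecular response) and 0.0104 (osteogenic). The count was 1 (classes with Csf1). With a minimum of 500 genes, shares were 72.04% (trabecular neutrophil), 7.84% (trabecular macrophage), 44.1% (callus osteolineage), 20.6% (callus neutrophil) and 49.1% (callus hematopoietic). Log2 values were 0.70 (Csf1 stem/others), 2.92 (Csf1 neutrophil/stem), 6.30 (Cd36/others) and 0.0326 (osteogenic). With a minimum of 1000 genes, shares were 71.1% (trabecular neutrophil), 9.15% (trabecular macrophage), 61.2% (callus osteolineage), 2.07% (callus neutrophil), 13.5% (callus macrophage) and 32.6% (callus hematopoietic). Log2 values were 5.98 (Csf1r/others), 1.34 (Csf1 stem/others), 1.31 (Csf1 neutrophil/stem), 6.39 (Cd36/others), -1.61 (cartilage neutrophil), 0.0767 (osteogenic) and -1.78 (Csf1 in callus neutrophils, reversed). With no minimum of genes, shares were 60.7% (trabecular neutrophil), 6.46% (trabecular macrophage) and 51.9% (callus hematopoietic). Log2 values were 0.69 (Csf1 stem/others), 2.84 (Csf1 neutrophil/stem), 0.27 (oxidation bone-forming) and 0.13 (osteogenic).

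Over all settings, including those chosen after seeing the values, single genes of callus neutrophils moved as follows, Csf1 from 0.77 to between -1.78 and 2.34, Il1b from -2.66 to between -4.33 and -2.55 and Fkbp5 from 0.82 to between 0.07 and 1.80. In callus macrophages, Arg1 moved from -2.32 to between -3.02 and -1.33, Il1b from -1.31 to between -1.40 and -0.07, Cd36 from 0.56 to between 0.19 and 1.09 and Tgfb1 from 0.01 to between -0.06 and 0.71. Arg1 (21 of 24), Col1a1 and Col1a2 (19 each) moved under the most settings, Col1a1 from 0.34 to between 0.07 and 0.37 and Col1a2 from 0.21 to between 0.01 and 0.24. Sp7 in callus bone-forming cells ranged from -0.36 to 0.32 around -0.16. Ambient RNA could not be subtracted over both callus libraries, because the GC matrix lacks empty droplets, and callus neutrophils had too few cells in 1 library for ratios under the UMI cutoff alone. The depth limits what can be said of the 62 trabecular osteolineage cells and of classes under 15 cells. No replicate could be left out, and no paired analysis was possible because each condition has 1 library and the labels pair no animals.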

Differences from the paper's values

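A value is listed when it and the paper's differ by more than 1.5 times, over all cells kept. In the callus, osteolineage cells were 43.1%, and the paper's share is 65%. Of the alternatives set before the data were examined, the UMI cutoff alone (58.0%), a minimum of 1000 UMIs (45.6%), at most 5% mitochondrial UMIs (45.4%), no doublets removed (46.4%) and resolution 0.5 (45.9%) came within 1.5 times. So did erythroid cells left out of the denominator (43.4%), all genes used in the clustering (44.3%) and each library clustered alone (43.5%). Macrophages without monocytes (43.1%), all barcodes of 500 UMIs (42.6%), at most 20% mitochondrial UMIs (41.8%), doublets removed at 1.6% per 1000 cells (39.5%), resolution 2 (43.1%) and 50 principal components (43.3%) did not. Settings chosen after seeing the values also came within it, namely a minimum of 1000 genes (61.2%), the lineages alone as the denominator (45.9%), a fold against the mean (44.1%), no second split (44.1%), a minimum of 500 genes (44.1%) and no minimum of genes (43.4%).

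Callus neutrophils were 22.7%, and the paper's share is 4%. All 14 settings named before the data were seen stayed more than 1.5 times above it, from 14.2% with the UMI cutoff alone, which only the control callus underwent since the GC matrix came called, to 23.8%. A fold against the mean (2.29%) and a minimum of 1000 genes (2.07%), chosen after seeing the values, went below it by more than 1.5 times. The paper states that the neutrophil share falls from trabecular bone to the callus, and it did here, from 67.0% to 22.7%.

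Callus macrophages were 10.0% of all cells, and the paper's share is 18%, for which the text can be read as all cells or as hematopoietic cells. Over hematopoietic cells the share was 19.7%, a denominator chosen after seeing the values. Over all cells, all 14 settings named before the data were seen stayed more than 1.5 times below the paper's, from 2.73% without monocytes to 10.5%. A minimum of 1000 genes, chosen after seeing the values, gave 13.5%, which is within 1.5 times.

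The callus gave 32 clusters, and the paper's number is 16. All 14 settings named before the data were seen stayed over 1.5 times, from 29 to 52, and so did every setting chosen after seeing the values, the nearest with 26 clusters and no second split. Osteolineage clusters were 10, and the paper's number is 6. Of the settings named before the data were seen, doublets removed at 1.6% per 1000 cells (8) came within 1.5 times and the other 13 did not, while no second split (8) and no minimum of genes (8), chosen after seeing the values, did. Hematopoietic clusters were 16, and the paper's number is 10. At most 5% mitochondrial UMIs (15) and doublets removed at 1.6% per 1000 cells (14) came within 1.5 times, and the other 12 named before the data were seen did not. A fold against the mean (11), no second split (13), a minimum of 500 genes (14) and a minimum of 1000 genes (13), all chosen after seeing the values, came within it too.

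The paper states that osteolineages, skeletal stem cells above all, are the main source of Csf1. Among classes of at least 15 cells in each library, Csf1 was highest in neutrophils (506 CPM over both callus libraries against 50.6 in skeletal stem cells, and 415 in the 20 mast cells or basophils left out), and skeletal stem cells gave 2.28% of its UMIs. In the direction the paper states, osteolineage cells together gave 3325 Csf1 UMIs and hematopoietic cells 2463, which held in control (2154 and 1038) and was the other way in GC (1171 and 1425). Bone-forming cells stood 2.29-fold over chondrocytes. In trabecular bone skeletal stem cells stood at 4.88-fold over all other cells (9.26-fold in control and 3.09-fold in GC, from 19 and 18 UMIs). In the paper's own Fig. 6A the neutrophil violin of Csf1 reaches furthest as well. The paper states that Csf1r is mainly expressed by macrophages. Here osteoclasts held 392 CPM against 315 in macrophages, and macrophages were 47.8-fold over the other cells. Thinned to 1000 UMIs, or with at most 5% mitochondrial UMIs, macrophages were the higher, at log2 ratios of 0.09 and 0.12.

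The paper states that genes of fatty acid oxidation are raised in macrophages and bone-forming cells. In the callus, macrophages were at 0.975-fold of all other cells and bone-forming cells at 1.16-fold, with osteoclasts and hematopoietic progenitors highest. In trabecular bone both were higher, at 1.65-fold and 1.30-fold. With the UMI cutoff alone the log2 ratio of callus macrophages was 0.01. The paper states that osteogenic genes rise in bone-forming cells in vivo. In the callus 3 of 5 were higher in GC and 2 lower, Runx2 beyond counting error. The median log2 ratio was 0.21, which is that of Col1a2. In trabecular bone Alpl fell to 0.195 of its control level, and Col1a1 rose to 2.35 times it. The paper proposes that macrophages share more interactions with osteolineages, above all skeletal stem cells, compared with osteoclasts. Read as macrophages against osteoclasts as the partner of skeletal stem cells, the counts were 22 and 20 pairs. Read as skeletal stem cells against osteoclasts as the partner of macrophages, they were 22 and 24 (24 and 22 in control, 20 and 20 in GC), and 34 against 31 at a minimum of 5% of cells and 14 against 10 at 20%. The paper's Fig. 5E assigns part of the macrophages to the osteoclast path, about 30% read by eye. Here 1.20% held at least 2 osteoclast genes, a share not above that of B cells, and 2.27% had an osteoclast among their nearest neighbors. At least 1 gene gave 18.1%.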

Other observations

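Tests chosen only after the result was seen are those on swapped labels in the callus alone and on shares under other calling rules. The others in this part were set before.

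The cartilage and skeletal development list fell in callus macrophages of the GC library. Doublets of macrophages with osteolineage cells are argued against, since the list median stayed at -1.08 with doublets removed at 1.6% per 1000 cells. In control, the top 5% of macrophages held 13.2% of its UMIs, against 13.8% expected from depth. In GC they held slightly more than expected, 13.4% against 12.5%. Ambient RNA from cartilage and bone cells may explain the change, since the other 8 of 8 hematopoietic classes shifted too, with a median of -1.18 (-1.62 to -0.86). In the control callus, ambient RNA came to 8.42% of the UMIs of lymphocytes by chondrocyte markers, and Col2a1 was at 27109 CPM in its empty droplets. The GC callus matrix holds no empty droplets, so the same could not be measured there. An effect of GC on these genes in macrophages remains untested.

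Over both tissues, 12 of 21 classes had a glucocorticoid response median above 0, so swapped labels and correct ones cannot be told apart from that count. In the callus 5 of 13 classes did, while Fkbp5 was higher in GC in 8 of 14 classes beyond counting error and lower in 0, which leaves swapped labels in the callus open, because the list and its leading gene go different ways. In callus macrophages the list median was 0.17 (percentile 81.8).

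For the lower share of neutrophils in the callus, cells lost by the UMI minimum are argued against, since if all 1025 control barcodes of at least 200 and fewer than 500 UMIs were neutrophils, the share would be 35.1%, still under that of trabecular bone. Shares of classes differed between GC and control beyond counting error in 4 of 16 callus classes and 5 of 11 trabecular classes. All 9 of 9 stayed apart at a minimum of 1000 UMIs, which leaves the calling rules as they are, and 4 of 4 and 5 of 5 with all barcodes of 500 UMIs. With the UMI cutoff alone, which the GC callus matrix, already called, did not undergo, 1 of 4 callus classes and 3 of 5 trabecular classes stayed apart. Trabecular B cells, erythroid cells and T or NK cells thus stayed apart the same way under each rule, which argues against cell calling for them. For trabecular dendritic and skeletal stem cells, and in the callus, a change in shares and cell calling cannot be told apart. No biological explanation of these shares was tested.

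Of antiinflammatory genes in callus macrophages, Tgfb1 stood at 502 CPM in control and 505 in GC, Msr1 at 98.4 and 126, Il10 at 25.5 and 26.1, and Arg1 at 40.8 and 4.15, and Il4 had 0 UMIs. Cd163 had 1 UMI in each library. Their median log2 ratio was 0.02 (-0.07 to 0.33, percentile 50.7). The inflammatory genes had a median of 0.07, with Il1b at 926 and 370 CPM and Tnf at 29.9 and 95.9. In trabecular macrophages Msr1 was at 39.1 and 41.0 CPM and Tgfb1 at 254 and 200.

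Between GC and control, glycolysis genes had a median of -0.54 in callus bone-forming cells (0 of 12 higher) and -0.26 in callus macrophages, and 0.10 in trabecular macrophages. Fatty acid oxidation genes had -0.15, -0.18 and 0.06 in the same order. In callus macrophages, the angiogenic and receptor genes had a median of 0.26, the osteoclast genes -0.18 and the Y-linked genes 0.14, with Vegfa at 606 CPM in control and 223 in GC. In trabecular macrophages Vegfa was at 69.9 and 31.8. Xist had 0 UMIs in macrophages of all 4 libraries, and Y-linked genes were present in each.

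By the log2 ratio of GC over control, the 5 highest genes in callus neutrophils were Hba-a2, Hba-a1, mt-Atp8, Hbb-bt and Mki67, and the lowest Cxcl3, Id1, Il1b (-2.66), Rgs1 and Egln3. In trabecular macrophages the highest were H2-Eb1, Saa3, Chil3, H2-Ab1 and H2-Aa, and the lowest Ifi27l2a, Ifi211, Selenop, Ifi204 and Ifi203. Some clusters held nearly 1 library only, among them callus cluster 18 (1 control cell and 141 GC cells) and trabecular cluster 0 (0 and 1231), and whether that reflects the treatment or the library cannot be read from these data.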
